# CZT-1 Is a Novel Transcription Factor Controlling Cell Death and Natural Drug Resistance in *Neurospora crassa*

**DOI:** 10.1534/g3.114.011312

**Published:** 2014-04-08

**Authors:** A. Pedro Gonçalves, Charles Hall, David J. Kowbel, N. Louise Glass, Arnaldo Videira

**Keywords:** cell death, multidrug resistance, zinc cluster transcription factor, genome-wide association study, RNA-seq

## Abstract

We pinpoint CZT-1 (cell death–activated zinc cluster transcription factor) as a novel transcription factor involved in tolerance to cell death induced by the protein kinase inhibitor staurosporine in *Neurospora crassa*. Transcriptional profiling of staurosporine-treated wild-type cells by RNA-sequencing showed that genes encoding the machinery for protein synthesis are enriched among the genes repressed by the drug. Functional category enrichment analyses also show that genes encoding components of the mitochondrial respiratory chain are downregulated by staurosporine, whereas genes involved in endoplasmic reticulum activities are upregulated. In contrast, a staurosporine-treated Δ*czt-1* deletion strain is unable to repress the genes for the respiratory chain and to induce the genes related to the endoplasmic reticulum, indicating a role for CZT-1 in the regulation of activity of these organelles. The Δ*czt-1* mutant strain displays increased reactive oxygen species accumulation on insult with staurosporine. A genome-wide association study of a wild population of *N. crassa* isolates pointed out genes associated with a cell death role of CZT-1, including catalase-1 (*cat-1*) and apoptosis-inducing factor–homologous mitochondrion-associated inducer of death 2 (*amid-2*). Importantly, differences in the expression of *czt-1* correlates with resistance to staurosporine among wild isolate strains. Our results reveal a novel transcription factor that regulates drug resistance and cell death in response to staurosporine in laboratory strains as well as in wild isolates of *N. crassa*.

In 1958, Strauss observed that certain auxotrophic mutant strains of *Neurospora crassa* committed “suicide” when a required growth factor was absent from the culture medium (Strauss 1958). This suicide response was only true for mutant strains that tried to initiate growth by synthesizing protein and nucleic acids despite the lack of the compound that they required to grow. Strains that did not attempt to initiate growth did not die; therefore, it was stated that cell death was due to unbalanced growth. To our knowledge, this was the first description of the occurrence of cell death in *N. crassa*. More recently, *in silico* analysis showed that when compared to typical models of cell death such as yeasts, filamentous fungi possess additional homologs of mammalian mediators of cell death. The degree of homology to executioner proteins of mammalian cell death is also higher in filamentous fungi, suggesting that these organisms are an attractive alternative option to study this biological process (Fedorova *et al.* 2005). Research involving *N. crassa* is well-supported by a large set of tools and techniques, namely the collection of deletion mutants (Colot *et al.* 2006; Dunlap *et al.* 2007) and its long history as a classical model organism for cell biology and genetics.

In *N. crassa*, cell death can be triggered genetically through the fusion of hyphae or germlings of two incompatible individuals at *het* loci (Hutchison *et al.* 2009, 2012) or induced with phytosphingosine (Castro *et al.* 2008; Fernandes *et al.* 2013; Videira *et al.* 2009), staurosporine (Castro *et al.* 2010; Fernandes *et al.* 2011, 2013), hydrogen peroxide (Castro *et al.* 2008), chitosan (Palma-Guerrero *et al.* 2009), or PAF26 (Munoz *et al.* 2012). It can also be stimulated through ectopic expression of the *phcA* gene from *Pseudomonas syringae* (Wichmann *et al.* 2008) or by a combined stimulus of heat shock (45°) with 2-deoxyglucose-induced glucose deprivation (Plesofsky *et al.* 2008; Plesofsky-Vig and Brambl 1995). In particular, we observed that staurosporine induces a cell death program that includes several cellular alterations such as loss of viability, chromatin fragmentation, early reactive oxygen species (ROS) production, and glutathione (GSH) export (Castro *et al.* 2010; Fernandes *et al.* 2013; Gonçalves and Videira 2014). The combined treatment with staurosporine and the classical mitochondrial complex I inhibitor rotenone (which is also an anti-mitotic agent) resulted in a synergistic inhibitory effect in the growth of *Neurospora crassa*, *Aspergillus fumigatus*, *Candida albicans* (Castro *et al.* 2010), and human thyroid cancer cells (Gonçalves *et al.* 2011a,b). Thus, this filamentous fungus has great potential for modeling programmed cell death and for investigating new strategies of therapy in clinically relevant contexts. The mediators of cell death in *N. crassa*, both regulators and executioners, are still largely unknown.

Zinc cluster transcription factors are important fungal regulators of diverse cellular functions such as sugar and amino acid metabolism, filamentous growth, chromatin remodeling, carbon source response, ergosterol biosynthesis, and multidrug resistance (MacPherson *et al.* 2006). Here, we show that a novel transcription factor encoded by NCU09974 and termed CZT-1 (for cell death–activated zinc cluster transcription factor) is a major regulator of cell death in *N. crassa*. It controls the expression of several genes whose protein products affect different organelles, such as the mitochondria and the endoplasmic reticulum, as well as several functions, including ROS accumulation. Through its transcriptional regulation, CZT-1 confers resistance to staurosporine-induced cell death in laboratory strains and in wild isolates of *N. crassa*.

## Materials and Methods

### Strains, culture media, and chemicals

Standard procedures for the handling of *N. crassa* cells were used. Cells were grown in Vogel’s minimal medium plus 1.5% (w/v) sucrose (Vogel 1956). Agar at 1.5% (w/v) concentration was added to obtain solid medium. Wild-type (including natural isolates) and deletion strains are available from the Fungal Genetics Stock Center (McCluskey *et al.* 2010). All 112 strains used for the genome-wide association study were isolated from Louisiana (USA) and described by Palma-Guerrero *et al.* (2013). The following chemicals were used: staurosporine (LC Laboratories); dimethyl sulfoxide (DMSO); hydrogen peroxide; cinnamic acid; amphotericin B (Sigma-Aldrich); and phytosphingosine (Avanti Polar Lipids).

### Growth assays

Hyphal growth at 26° was obtained by measuring colony elongation over time after the inoculation of 20 μl with 5×10^4^ conidia in the center of a large Petri dish (14.2 cm diameter) containing solid minimal medium. For growth assessment in liquid minimal medium, 1×10^4^ conidia/ml were incubated at 26°, at 100 rpm, under constant light in 96-well plates (200 μl/well). Absorbance at 620 nm was followed during 24 hr and the percentage of growth for each condition *vs.* the control was calculated. For the spot assay, nine serial three-fold dilutions were prepared for each strain starting with 6.6×10^7^ cells/ml, so that the last spot contained approximately 50 conidia; 5 μl from each dilution was spotted separately on plates containing glucose-fructose-sorbose medium with agar (GFS) supplemented with the appropriate chemicals. Cells were incubated at 26° and pictures were taken ∼72 hr after inoculation.

### Semi-quantitative real-time PCR

Conidia at a concentration of 1×10^6^ cells/ml were grown in minimal medium for 5 hr at 30°, followed by the addition of staurosporine or DMSO, and then grown for an additional hour. Cells were harvested by centrifugation (5000 rpm, 5 min) and RNA isolation was performed using a PureLink RNA Mini kit (Life Technologies) or a ZR Fungal/Bacterial RNA MicroPrep kit (Zymo Research) according to the manufacturer’s protocol; 1 μg of RNA was used for cDNA preparation using the SuperScript First-Strand Synthesis System kit (Life Technologies) following the provided protocol. A mix containing SYBR Green (Bio-Rad) and specific primers (*czt-1* FW: GGTGACAACGACGACGAGATGG; *czt-1* RV: GAGTCCTGGTTAGTTCGCTTACGG; *actin* FW: GGCATCACACCTTCTACAACGAG; *actin* RV: ATGTCAACACGGGCAATGGC) was prepared and amplification was performed with a Bio-Rad iCycler iQ5. Triplicates were obtained in each experiment and threshold cycle values within an interval of ±0.5 cycles in the same experiment were accepted. Relative gene expression was determined by the 2^−ΔΔCt^ method (Livak and Schmittgen 2001). For the quantifications, *actin* (NCU04173) was used as control and cDNA from the wild-type strain not exposed to staurosporine was used as calibrator. For the time-course analysis of the basal expression of *czt-1* during germination, no calibrator was used and gene expression was calculated using 2^−ΔCt^.

### Reactive oxygen species determination

The production of ROS was measured using the fluorescent probe dihydrorhodamine 123 (Sigma-Aldrich). After growing 10^6^ conidia/ml for 4 hr in minimal medium at 26°, 20 μg/ml dihydrorhodamine 123 and staurosporine (or DMSO) were added for another 30 min. Samples were harvested by centrifugation and washed twice with PBS before being resuspended in PBS and read in a FACS Calibur (BD) flow cytometer. The resulting files were analyzed with FlowJo (Tree Star).

### Statistical analysis

Statistical analysis of the data was performed using SPSS 20 (SPSS Inc.). The non-parametric Mann-Whitney test was used for comparisons between two groups unless otherwise stated. P-values ≤0.05 were considered statistically significant.

### High-throughput RNA sequencing

Conidial suspensions at 1×10^6^ cells/ml were incubated in minimal medium for 6 hr (26°, 140 rpm, constant light) followed by the addition of staurosporine (or DMSO) for an additional hour. Cells were harvested using 0.45-μm filters and immediately frozen in liquid nitrogen. Total RNA was isolated by the Trizol-Phenol-Chloroform method. After digestion of 25 μg RNA with TURBO DNAse (Life Technologies), mRNA was purified using Dynabeads oligo(dT) magnetic beads (Life Technologies). The mRNA was chemically fragmented using the Ambion RNA fragmentation kit (Life Technologies). First and second strand cDNA synthesis was achieved using appropriate kits (Life Technologies). The illumina TruSeq kit was used to generate the cDNA libraries with indexing adapters following the manufacturer’s protocol. After purification of the libraries with AMPure XP beads (Roche), the quality of the libraries was analyzed in an Agilent 2100 Bioanalyzer. The cDNA libraries were sequenced in an Illumina HiSeq2000 and single reads of 50 bp were obtained. Sequencing data were handled with Tophat, Cufflinks, and Cuffdiff (Trapnell *et al.* 2012). Expression levels are presented as fragments/reads per kilobase of transcript per million mapped reads (FPKM/RPKM). The resulting dataset is available at the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo/; series record: GSE52153). CummeRbund (Trapnell *et al.* 2012) was used to generate scatter plots and volcano plots. Functional enrichment of sets of genes was assessed with FunCat (Ruepp *et al.* 2004) or BLAST2GO (Conesa *et al.* 2005).

### Single nucleotide polymorphism identification

Maq (Li *et al.* 2008) was used to map RNA sequencing (RNA-seq) reads to the genome sequence of *N. crassa* strain FGSC 2489 (Galagan *et al.* 2003) and for the identification of single nucleotide polymorphisms (SNPs). RNA-seq reads that mapped to multiple locations or SNPs located in regions of low consensus read quality were eliminated from analysis. Only those that were bi-allelic were retained, yielding a complete data set of 1.09×10^6^ SNPs. The complete SNP set used in this analysis was previously published (Palma-Guerrero *et al.* 2013). For markers used as input into calculations of genetic association with the staurosporine resistance phenotype, we filtered the complete SNP set to retain only sites at which the minor allele was present at >10% frequency.

### Genome-wide association study

The expression level of CZT-1 from the Louisiana population of *N. crassa* wild strains (Ellison *et al.* 2011; Palma-Guerrero *et al.* 2013) was used as a quantitative proxy for staurosporine resistance (please see *Results* for details). For each strain, the normalized expression level of *czt-1* (as RPKMs) was compared to the mean for all strains. A strain showing higher than average expression of *czt-1* (46 strains) was considered to have “high” expression of *czt-1* and was binned as more resistant to staurosporine. Conversely, a strain showing lower than average expression of *czt-1* (67 strains) was considered to have “low” expression of *czt-1* and was binned as less resistant to staurosporine. Each SNP marker was then tested, in turn, from our set of SNPs with >10% minor allele frequency, for co-inheritance with qualitative determination of “high” score using Fisher exact test. Significance values were determined using an empirical null distribution of P-values from the observed data. For this, we performed 1000 permutations. For each permutation, the phenotype category was shuffled relative to the genotypes and the minimum P-value was retained. Any nominal P-value larger than a minimum observed permuted P-value was considered as a possible false positive and removed from consideration.

### Protein sequence analysis

The following bioinformatics tools were used for alignments, domain prediction, and phylogenetic tree building: NCBI BLAST (Altschul *et al.* 1990); ClustalW2 (Larkin *et al.* 2007); InterProScan (Quevillon *et al.* 2005); MEMSAT (Jones 2007); TMHMM (Krogh *et al.* 2001); and Mega5 (Tamura *et al.* 2011).

## Results

### NCU09974/*czt-1* is involved in resistance to staurosporine and reactive oxygen species accumulation

Staurosporine induces cell death in *N. crassa* accompanied by typical features like loss of viability, DNA fragmentation, ROS production, and GSH export (Castro *et al.* 2010; Fernandes *et al.* 2013). Previously, by screening strains from the *N. crassa* deletion collection (Colot *et al.* 2006) for sensitivity to staurosporine, we observed that a strain lacking NCU09974 was highly susceptible to the drug (Fernandes *et al.* 2011). Functional NCU09974 seems to influence the transcription of at least two genes (Fernandes *et al.* 2011), although this protein was not previously characterized or considered in transcription factor–related works in Neurospora.

We confirmed that lack of NCU09974 results in hypersensitivity to staurosporine-induced cell death. We inoculated the wild-type and the deletion strain for NCU09974 (ΔNCU09974) on solid Vogel’s minimal medium supplemented with staurosporine and observed that the latter is much more affected by the drug (Figure 1, A and B). The same sensitivity to staurosporine is observed when ΔNCU09974 is grown in liquid Vogel’s minimal medium (Figure 1, C and D) or spotted on GFS plates (Figure 1E), indicating that NCU09974 is a key player in resistance to staurosporine-induced cell death.

**Figure 1:**
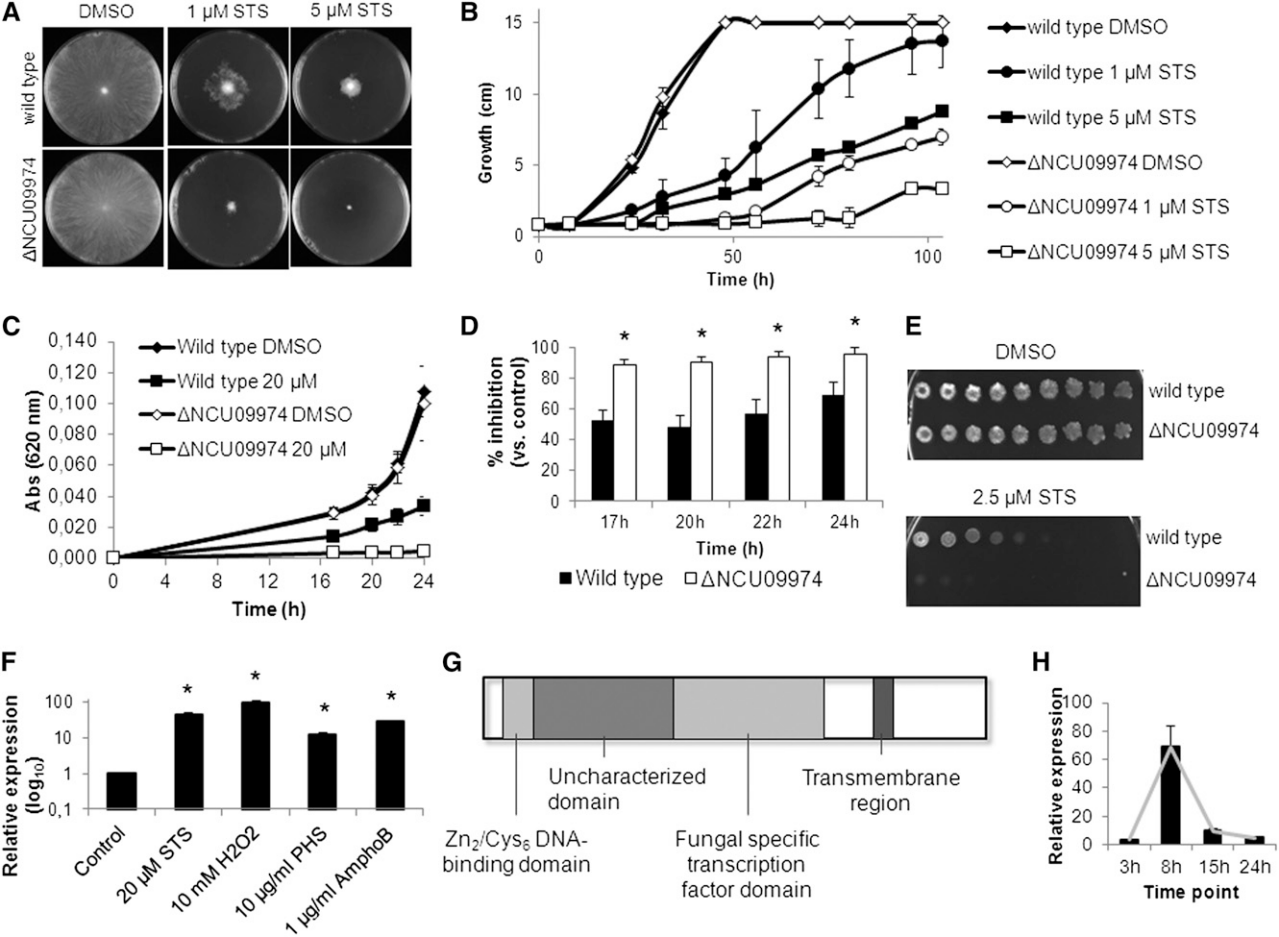
Deletion of NCU09974/*czt-1* confers sensitivity to staurosporine. (A and B) Conidia from the wild-type and ΔNCU09974 strains were inoculated in the center of Petri dishes containing solid minimal medium supplemented with staurosporine (STS) or DMSO. Radial growth at 48 hr (A) and radial growth throughout time (B) are shown. (C and D) Growth of the strains on liquid minimal medium followed by measuring absorbance at 620 nm (C) and percentage of growth inhibition caused by STS (D). *P-value <0.05. (E) Sensitivity of the strains to STS was tested by spotting conidia in GFS medium. (F) Relative expression of NCU09974 was quantified by qRT-PCR after exposing wild-type cells to STS, hydrogen peroxide (H_2_O_2_), phytosphingosine (PHS), and amphotericin B (AmphoB) for 1 hr. (G) Diagram showing the main predicted sequence features of CZT-1. (H) Time-course relative expression of *czt-1* as quantified by qRT-PCR during germination of wild-type conidia at 26°.

Our previous microarray data indicated that expression of NCU09974 is stimulated by exposure to staurosporine (Fernandes *et al.* 2011) and phytosphingosine (Videira *et al.* 2009). Quantitative RT-PCR experiments show that the gene is upregulated not only by staurosporine and phytosphingosine but also by hydrogen peroxide treatment after oxidative stress insult or by the antifungal amphotericin B (Figure 1F). Furthermore, expression of NCU09974 is also induced on exposure to menadione (Zhu *et al.* 2013) and by two novel cell death–inducing compounds currently undergoing characterization in our group (data not shown).

The sensitivity of ΔNCU09974 to several other chemical compounds was tested with the spot assay. Inhibition of growth of ΔNCU09974 is similar to wild-type when the strains are treated with actinomycin D, hydrogen peroxide, deoxycholic acid, acetic acid, ethanol, paraquat, imidazole, cycloheximide, dithiothreitol, 8-hydroxyquinoline, diphenyleneiodonium, menadione, antimycin A, oligomycin, or caffeine (data not shown). However, ΔNCU09974 is slightly more sensitive than wild-type to phytosphingosine and cinnamic acid (Supporting Information, Figure S1, A and B) and more resistant to amphotericin B (Figure S1C). These data indicate that NCU09974 is activated by cell death stimuli and its absence is especially crucial for the response to staurosporine, likely because of specific pathways activated by this drug.

Conserved domain prediction on the protein sequence of CZT-1 shows the presence of a Zn_2_/Cys_6_ DNA-binding domain, characteristic of zinc cluster transcription factors, near the N-terminal part of the protein and a “fungal-specific transcription factor domain” in the middle of the molecule (Figure 1G). The function of this fungal-specific “transcription factor domain” in this family of proteins is unclear. Between these two domains, an “uncharacterized transcriptional regulatory protein” domain is found. A transmembrane segment is also robustly predicted by different bioinformatics tools. Because NCU09974 displays typical features of zinc cluster transcription factors and because our results implicate it as a mediator of the fungal response to cell death, we named it CZT-1 (cell death–activated zinc cluster transcription factor).

The time-course expression of *czt-1* during *N. crassa* germination in liquid Vogel’s minimal medium is shown in Figure 1H. It reveals a maximum level of expression after 8 hr in accordance with microarray data that included *czt-1* in the list of differentially expressed genes during asexual development of Neurospora (Greenwald *et al.* 2010). However, parameters such as aerial hyphae elongation, conidial production, growth rate, and germination are not affected by the deletion of *czt-1* (data not shown).

Staurosporine-induced cell death in *N. crassa* is ROS-dependent because addition of the antioxidant GSH results in suppression of cell death (Castro *et al.* 2010). We observed that the Δ*czt-1* mutant accumulates more ROS than wild-type on insult with staurosporine. ROS accumulation increases approximately three times in the wild-type and 5.5-times in the knockout mutant (Figure 2, A and B). This function of CZT-1 in the control of ROS accumulation is in agreement with its induction by hydrogen peroxide (Figure 1G). These data suggest a function for CZT-1 in the control of ROS accumulation, although it is unclear if it acts at the level of ROS production or detoxification.

**Figure 2:**
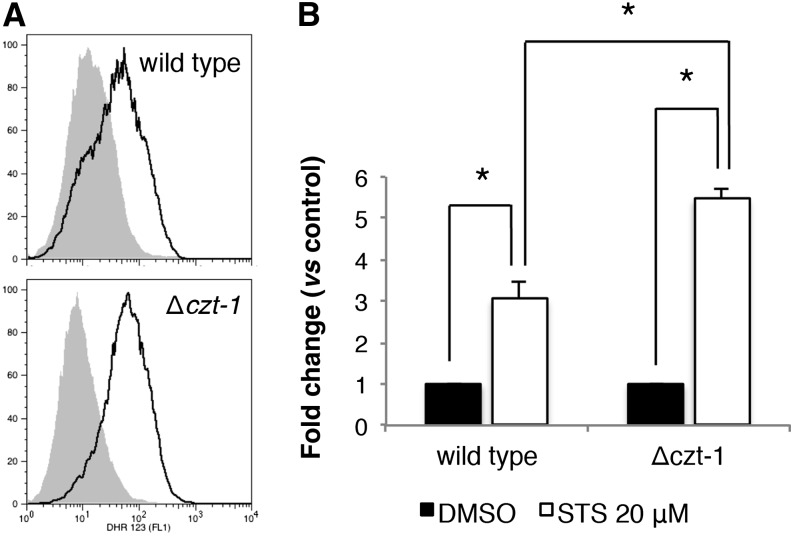
CZT-1 is involved in ROS accumulation. (A and B) ROS accumulation was assessed with dihydrorhodamine 123 by staining cells grown in liquid minimal medium for 4 hr and treated with staurosporine (STS) or DMSO for 30 min. Representative flow cytometry histograms are shown in (A) (solid line, STS; shaded, DMSO) and the respective quantification is shown in (B). *P-value <0.05.

### Natural variation to drug resistance in *N. crassa*

Two natural and divergent populations of *N. crassa* from the region of the Caribbean basin were recently described based on SNP search after whole-transcriptome sequencing (Ellison *et al.* 2011). We examined the expression levels of *czt-1* in 111 strains from one of these populations (the subtropical Louisiana population) and also of the wild-type laboratory strain (FGSC 2489). We observed minimum, maximum, and median RPKM of 10.14, 125.06, and 29.19, respectively (Figure S2), demonstrating that there is variation in the expression of this gene within a single population of wild isolates.

We recently observed that CZT-1 influences the expression of NCU09975, which encodes the multidrug resistance–related pump ABC3 (Fernandes *et al.* 2011). Activation of CZT-1 may lead to the upregulation of *abc3*, so we hypothesized that wild isolates of the Louisiana population with higher levels of *czt-1* would also have higher expression of *abc3*. We divided the strains in four groups based on the RPKM values for *czt-1* (<25, 25–50, 50–75, and >75) and considered the respective RPKM for *abc3*. There is a clear correlation between the expression of these two genes (Figure 3, A and B), arguing in favor of a regulatory role of CZT-1 on *abc3*. Because the lack of *czt-1* or *abc3* leads to hypersensitivity to staurosporine (Fernandes *et al.* 2011), we hypothesized that, conversely, overexpression of both would lead to drug resistance. This would also support the conclusion that the hypersensitivity of Δ*czt-1* cells (Figure 1, A–E) is due to the lack of CZT-1. To test this, we selected some strains representing the four groups of *czt-1* RPKMs and assessed their sensitivity to staurosporine. Wild isolates with higher levels of expression of *czt-1* and *abc3* show increased resistance to the drug (Figure 3C), arguing in favor of a specific role of CZT-1. The same strains also show different sensitivity to oxidative stress with hydrogen peroxide (data not shown). FGSC 1693 is an exception, presumably due to alterations in other genes with a role in tolerance to staurosporine. These data indicate that there is natural variation in drug resistance among wild isolates of Neurospora.

**Figure 3:**
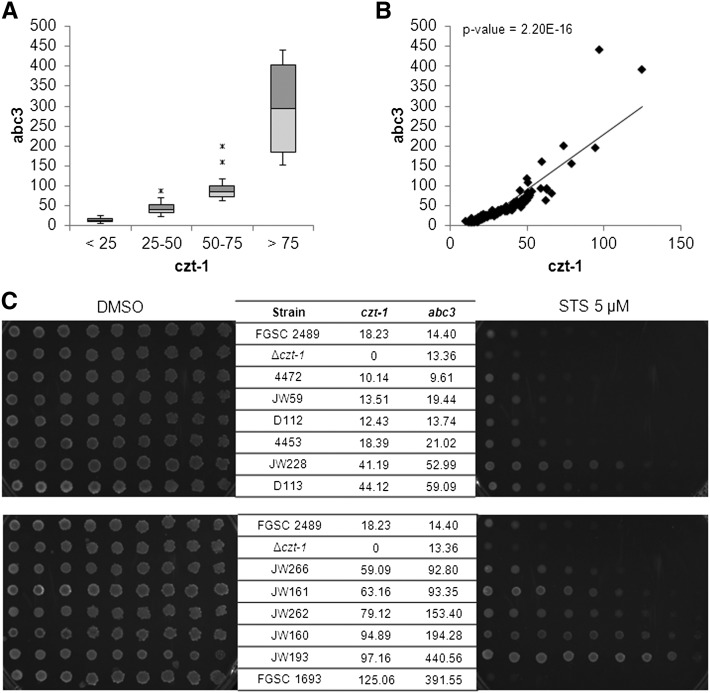
CZT-1 controls resistance to cell death in wild isolates of *N. crassa*. (A) Expression levels of *abc3* in wild strains. The strains were separated in four groups based on *czt-1* expression (<25; 25–50; 50–75, and >75 *czt-1* RPKM). (B) Correlation between the expression levels of *czt-1* and *abc3* in a scatter plot. (C) Staurosporine (STS) sensitivity of wild strains representing each of the four groups presented in (B) was tested by spot assays on GFS media supplemented with the drug. The laboratory strain FGSC 2489 was used as a reference. The expression levels of *czt-1* and *abc3* in each strain are indicated.

Genome-wide association studies (GWAS) allow the analysis of phenotypic traits whose variation is determined by genotypic differences (McCarthy *et al.* 2008). GWAS normally associate traits to quantitative loci, based on SNP analyses. Given the correlation between expression of *czt-1* and resistance to staurosporine, the former was used as a quantitative proxy for drug resistance in a GWAS using the cDNA-sequenced Louisiana population of wild isolates. Six genes with SNPs significantly associated with the expression of *czt-1* were identified (Figure 4A and Table 1). Of them, NCU08791 and NCU12058 encode CAT-1 and AMID-2, which are known to be involved in the detoxification of ROS during oxidative stress (Chary and Natvig 1989) and in the execution of mammalian cell death (Wu *et al.* 2002), respectively. A more detailed analysis of all genes showed that the genotype at each SNP locus is significantly associated with altered expression of the respective gene (Table 1 and Figure S3).

**Figure 4:**
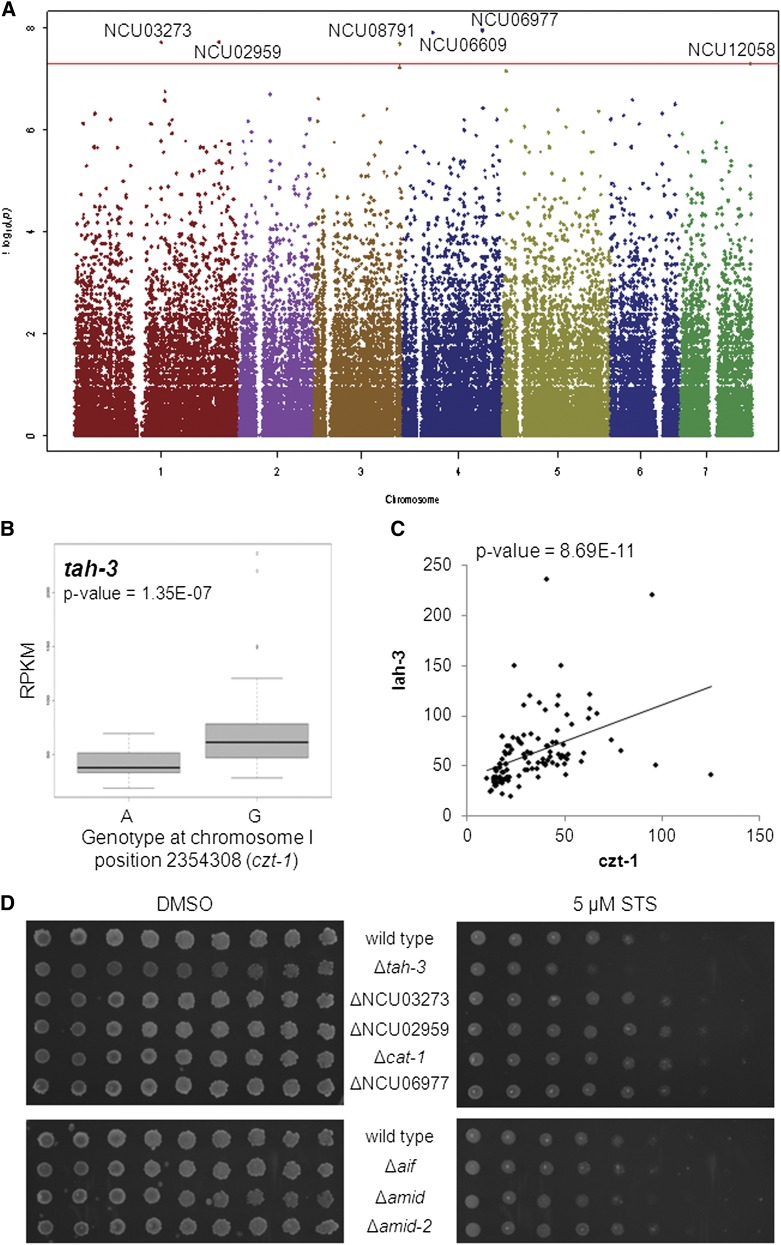
Genome-wide association studies (GWAS) links CZT-1 to novel putative mediators of cell death in Neurospora. (A) Manhattan plot depicting the results of a GWAS between the expression of *czt-1* and the presence of SNPs in the Louisiana population of wild isolates. The dots are the -log of the P-value from the Fisher’s exact test for each SNP. Because the strongest associations have the smallest P-values, their negative logarithms are the greatest. The horizontal axis represents the seven chromosomes of *N. crassa*. The red line is the significance cut-off as determined by permutation tests. (B) A second GWAS found an association between a SNP (A/G) in *czt-1* and the expression of *tah-3*. (C) Correlation between the expression levels of *czt-1* and *tah-3* in a scatter plot. (D) The spot assay on GFS plates supplemented with STS was used to test the sensitivity of deletion strains for the genes identified by the GWAS.

**Table 1:** Genes with a single nucleotide polymorphism associated with increased expression of *czt-1* in the Louisiana population of wild isolates

**Gene**	**Gene Name**	**Annotation/Domains**	**SNP**			**Genotype Associated with Higher Expression; P-value*****^a^***
			**Linkage Group**	**Locus**	**Genotype**	
NCU03273	—	NF-X1 finger transcription factor; contains a R3H domain	I	5150086	A, G	G; 1.16E-04
NCU02959	—	Homolog to RNA-binding proteins from other fungi	I	8577711	C, T	C; 2.59E-07
NCU08791	*cat-1*	Catalase; antioxidant system	III	5113141	C, T	C; 3.44E-07
NCU06609	—	Contains a R3H domain	IV	1796142	A, G	G; 0.006564
NCU06977	—	Homology with a subunit of the F0 portion of the mitochondrial ATP synthase	IV	4746463	A, G	G; 2.66E-06
NCU12058	*amid-2*	Apoptosis-inducing factor-homologous mitochondrion-associated inducerof death 2	VII	4179144	A, G	G; 2.69E-04

a For all SNPs, a specific allele at the indicated position is associated with increased expression of the respective gene.

We also performed the reverse GWAS, *i.e.*, we looked at expression of genes linked to SNPs cis to *czt-1*. We identified a SNP (A/G) in *czt-1* that was significantly linked to the expression of NCU03686/*tah-3* (Figure 4B). The expression of *tah-3* (also designated *lah-3*) correlates well with the expression of *czt-1* (Figure 4C). TAH-3 is also a Zn_2_/Cys_6_ binuclear cluster transcription factor as *czt-1* and has been reported to be required for fungal tolerance to a harsh environment caused by an argon plasma jet (Park *et al.* 2012).

The results of both GWAS pointed out genes that, because of their genetic association with *czt-1*, may underlie the natural resistance phenotype observed for the wild strains. Therefore, we next tested the sensitivity profile of the knockout strains for the genes identified by the GWAS (except for ΔNCU06609, as the strain was unavailable). Despite the fact that it grows slightly worse than wild-type in control medium, the Δ*tah-3* deletion mutant is more sensitive to staurosporine than wild-type. ΔNCU03273, ΔNCU02959, ΔNCU06977, and Δ*cat-1* are slightly more resistant than wild-type (Figure 4D, upper panel). This further implicates these molecules in the cell death response to staurosporine and in the resistance conferred by CZT-1, although we do not currently know why the deletion strains for the genes identified by the GWAS have an opposite phenotype in response to staurosporine. The deletion strain for *amid-2* is not particularly sensitive or resistant to the drug (Figure 4D, lower panel), probably due to redundant functions of proteins of the same family, like amid and AIF (Carneiro *et al.* 2012).

Altogether, our data point to the existence of natural variation to drug resistance in wild isolates of *N. crassa* and to the relevance of the CZT-1 transcriptional regulator. The genes that interact genetically with CZT-1, indicated by the GWAS, likely contribute to the resistance phenotype of the strains.

### Transcriptional profiling of staurosporine-treated wild-type *vs.* Δ*czt-1*

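The RNA-seq experiment comprised 4 libraries, 1 for each condition. Wild-type and Δ*czt-1* cells were grown for 6 h at 26 °C and then treated for 1 h with 20 μM staurosporine, a protein kinase inhibitor, or with the solvent DMSO as the control. There were no replicates, so the values have no replicate error and no difference between libraries has a replicate check. The deleted gene was read in every library before anything else. The expression of *czt-1* (NCU09974) was 19.7 FPKM in DMSO-treated and 384 FPKM in staurosporine-treated wild-type cells, whereas Δ*czt-1* had 2.26 FPKM with DMSO and 1.54 FPKM with staurosporine. The reads, 50 bases long and single-end, were mapped with TopHat, and the authors deposited the FPKM that Cufflinks gave for each library, a value already normalized for library size and transcript length. The number of reads per library is not given in the sources used here, so the depth behind each value is unknown. The tables list 9691 rows, of which 66 join several loci, and 3 comparisons tested by the authors with Cuffdiff. From the FPKM, changes were computed as differences of log2(FPKM + 1), a scale that understates the change of weakly expressed genes. They were taken over the 7896 genes with an FPKM of at least 1 in any library. The FPKM summed to 1072129 in the wild type with DMSO and to 570298 with staurosporine, and to 877439 and 550288 in Δ*czt-1*. The 100 most expressed genes held 56.6% of the sum in the wild type with DMSO and 34.1% with staurosporine, and 51.9% and 39.2% in Δ*czt-1*. Scaling every library to the same sum moved the change of the median gene with staurosporine from 0.11 to 0.88 in the wild type, and set it at 0.62 in Δ*czt-1*. The same scaling moved the median gene between the strains with DMSO from 0.05 to 0.30.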

High-throughput RNA-seq offers a far more accurate measurement of gene expression than DNA microarrays (Wang *et al.* 2009) and was used to analyze the patterns of gene expression in staurosporine-treated and control-treated wild-type cells. 

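In wild-type cells, 2115 of the 7896 genes (26.8%) differed at least 2-fold between the staurosporine and DMSO libraries, a count by size alone. The SD of the log2 changes across genes was 1.04. In the authors' deposited table, 7202 genes were tested in this comparison and 2027 of them were called significant. The smallest change they called was 0.85 on their log2 scale, and the median standard error implied by their test statistics was 0.43. Of the genes called, 1852 also changed at least 2-fold on the log2(FPKM + 1) scale, while 263 genes changed at least 2-fold without being called. The alternative that moved the count by size most, apart from another fold threshold, was the scaling of all libraries to the same FPKM sum, which gave 3907 genes. Among genes with an FPKM of at least 10 in either library, the 3 largest rises were those of *abc3* (NCU09975), of NCU04287, a hypothetical protein that reached 1096 FPKM (6.10 on the log2 scale), and of NCU09141, a pyridoxal reductase that rose from 84.9 to 5802 FPKM (6.08). The 3 largest falls were those of NCU01579, listed at 120.4 FPKM with DMSO and at 0 with staurosporine, of NCU04276, which fell from 441 to 3.77 FPKM (−6.53), and of a row joining NCU12021 and NCU12022, which fell from 338 to 3.59 FPKM (−6.21).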

One hour of treatment with 20 μM staurosporine was sufficient to elicit a dynamic transcriptional response, with 28.1% of the genes having their expression significantly altered (Figure 5A, middle panel). 

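By the size rule, 1007 of the genes changed in wild-type cells were higher with staurosporine (47.6%) and 1108 were lower (52.4%). With every log2 change centred on the median gene, 826 genes were higher and 1243 lower. With every library scaled to the same FPKM sum, 3529 genes were higher (90.3%) and 378 lower (9.67%), so the balance between the directions depends on how the libraries are scaled.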

From these, approximately half are induced (989 genes) and approximately half are repressed (1038 genes; Figure 5B, middle panel). The full expression data are presented in File S1. The results validate our previous microarray approach (Fernandes *et al.* 2011), although much more altered genes were found.

**Figure 5:**
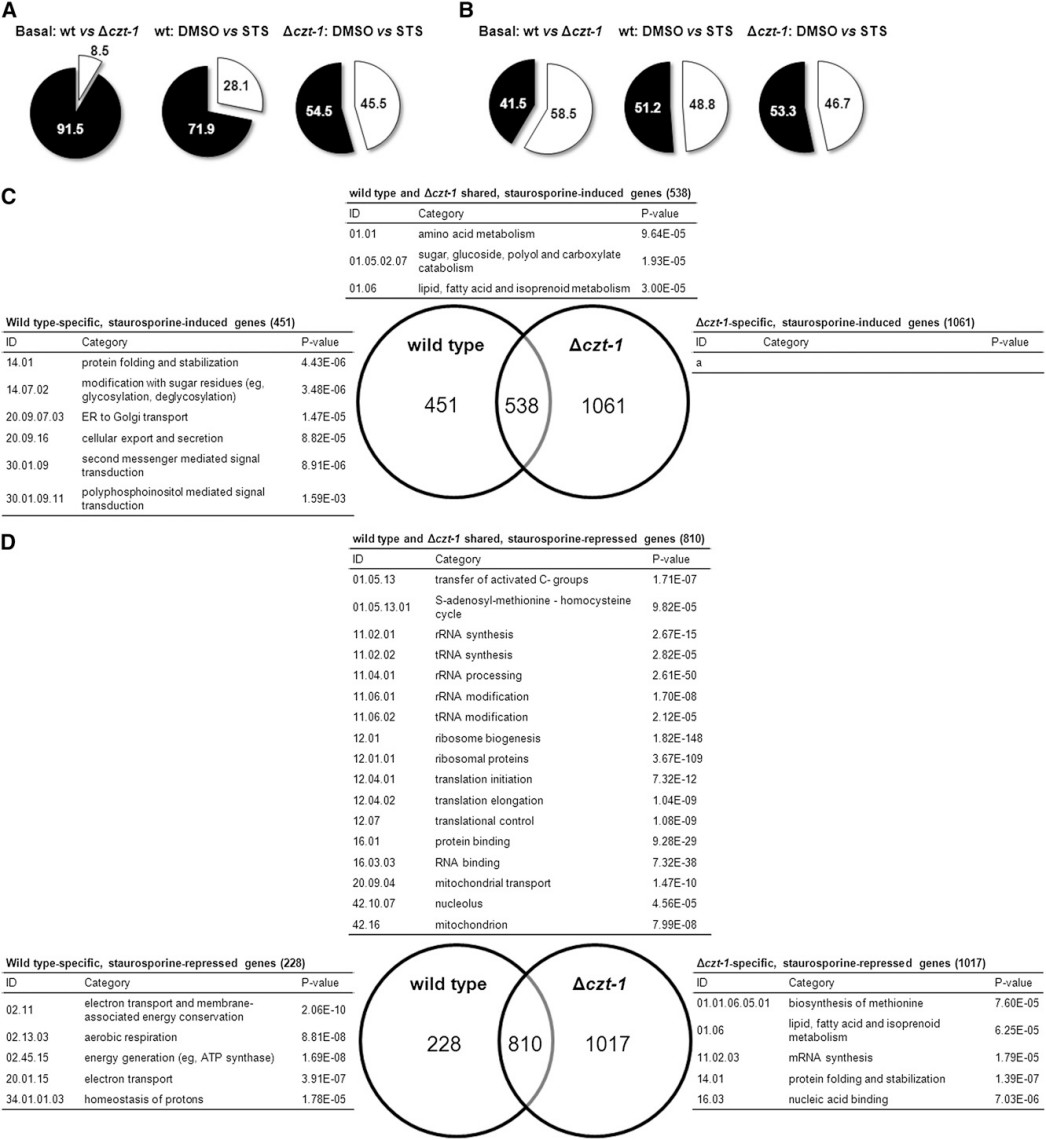
Summary of the transcriptional response to staurosporine in wild-type and Δ*czt-1* cells and functional enrichment analysis of the genes with altered expression. (A) The percentage of genes with altered expression is represented by the white portion of the pie chart. The left panel represents the basal gene expression altered in the Δ*czt-1* mutant *vs.* wild-type; the other panels represent staurosporine (STS)-altered genes in wild-type and Δ*czt-1*, respectively. (B) Comparison between the percentage of upregulated (white) and downregulated (black) genes. (C and D) Venn diagrams showing the number of STS-induced (C) and STS-repressed (D) genes specifically in the wild-type or in the Δ*czt-1* mutant. FunCat functional enrichment analysis (Ruepp *et al.* 2004) for each set of genes is indicated (a, no highly enriched category was found).

To understand the biological processes represented by these genes, we looked for functional enrichment among induced and repressed genes using FunCat. Although several genes are not cataloged by this database, it was possible to find a few enriched categories (Table 2 and File S2). 

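The genes that the authors list in File S2 for the enriched categories were chosen on these libraries, so their values are descriptive. The 37 genes listed under "vesicular transport" rose by a median of 1.10 on the log2 scale in wild-type cells, from 0.87 to 2.20. The 17 genes listed under "modification with sugar residues" rose by a median of 1.17, and the 19 listed under "fatty acid metabolism" by a median of 1.53. Gene sets taken from the deposited gene descriptions, without regard to the authors' calls, changed less. The 41 genes described as vesicle transport proteins rose by a median of 0.40, with 34 genes higher, and this median lay above all but 1% of 10000 random lists of the same size and mean expression. The 48 genes for folding and glycosylation in the endoplasmic reticulum (ER) rose by a median of 0.28, with 38 genes higher, above 95.8% of random lists. Both sets rose under each scaling tried.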

On the upregulation side, there is a particular enrichment of “vesicular transport,” “modification with sugar residues,” and “fatty acid metabolism.” On the downregulation side, there is a very strong enrichment of some categories, namely those related to “ribosome biogenesis,” “rRNA processing,” “translation,” and “RNA binding.” It seems that the protein synthesis machinery is critically impaired by staurosporine. 

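Among genes grouped by their descriptions, 47 genes for ribosome biogenesis and rRNA processing fell by a median of 1.58 on the log2 scale in staurosporine-treated wild-type cells, and every one of them was lower. The 76 genes of cytosolic ribosomal proteins fell by a median of 2.09, with 75 of them lower, and the authors called 71 of them lower. The 21 genes of mitochondrial ribosomal proteins fell by a median of 1.52, all in the same direction. Each of these medians was below those of all 10000 random lists matched on expression, whose typical medians were 0.12 for ribosome biogenesis, −0.66 for cytosolic and −0.15 for mitochondrial ribosomal proteins. The alternative that moved them most was the scaling to the same FPKM sum, with medians of −0.71, −1.18 and −0.62. The 38 tRNA synthetase genes fell by a median of 0.38, with 32 lower, but under that scaling their median was 0.51, which is −0.38 relative to the median gene.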

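In Δ*czt-1* the sets of ribosome and tRNA synthetase genes were also lower with staurosporine, except for tRNA synthetases after scaling. The median change was −3.58 for ribosome biogenesis and rRNA processing, −1.37 for cytosolic ribosomal proteins, −1.84 for mitochondrial ribosomal proteins and −0.35 for tRNA synthetases, the last of which was 0.32 after scaling to the same FPKM sum. Genes for ribosome biogenesis fell further in Δ*czt-1* than in the wild type, by a median difference of −1.92, whereas those of cytosolic ribosomal proteins fell less, by 0.79. From the enrichment of these categories among the repressed genes, the paper proposes that staurosporine impairs the protein synthesis machinery.

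**Figure D1:**
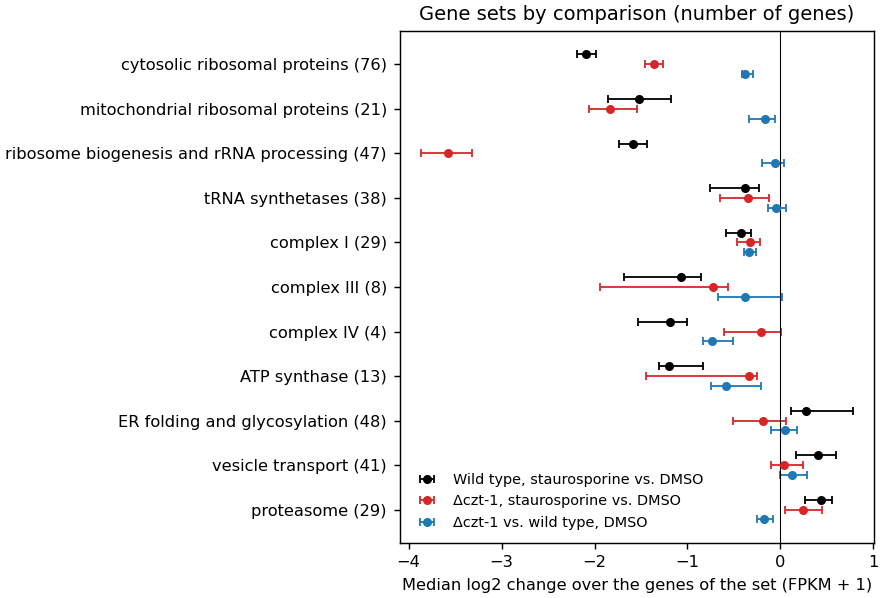
Median log2 change, on the log2(FPKM + 1) scale as deposited, of gene sets taken from gene descriptions, for the staurosporine response of each strain and for Δ*czt-1* against wild type with DMSO. Bars are 95% intervals of the median over the genes of a set (the whole range for complex IV), not replicate errors, and the ribosome biogenesis genes lie lowest in Δ*czt-1* at −3.58. After scaling to the same FPKM sum, medians change sign for tRNA synthetases in all 3 comparisons. They do so for complex I in both strains with staurosporine. In Δ*czt-1* with staurosporine they do so for complex IV, ATP synthase, and ER folding and glycosylation. Between the strains with DMSO they do so for mitochondrial ribosomal proteins, ribosome biogenesis and the proteasome.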

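In staurosporine-treated wild-type cells, the genes listed by the authors in File S2 under categories of mitochondrial function all fell, since they were chosen as repressed. The median change was −1.85 for the 5 genes of "anaerobic respiration," −1.24 for the 27 of "aerobic respiration," −1.41 for the 34 of "electron transport," −1.28 for the 11 of "energy generation" and −1.63 for the 33 of "mitochondrial transport." In Δ*czt-1* the medians were −1.74, −0.70, −0.72, −0.38 and −2.06 in the same order, and after scaling to the same FPKM sum that of "energy generation" changed sign, to 0.30, with −0.02 for "aerobic respiration" and −0.05 for "electron transport." In the wild type, the 5 medians stayed below 0 after that scaling.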

Genes encoding mitochondrion-related functions are also enriched in the staurosporine-repressed set of genes: “anaerobic respiration;” “aerobic respiration;” “electron transport;” “energy generation;” and “mitochondrial transport.” The downregulation of genes comprising the “respiration” category indicates that the treatment with staurosporine may cause a metabolic shift in the cells.

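Gene sets of the respiratory complexes, taken from gene descriptions, had median changes in staurosporine-treated wild-type cells of −0.42 for the 29 genes of complex I, which became 0.48 after scaling to the same FPKM sum, and of −1.07 for the 8 genes of complex III (an assembly protein and a heme lyase among them), −1.19 for the 4 genes of complex IV and −1.20 for the 13 genes of ATP synthase. Genes expressed as highly as these fell as well. Random lists matched on expression had typical medians of −0.11 for complex I, −0.53 for complex III, −0.76 for complex IV and −0.55 for ATP synthase. Of the random lists, 7.79%, 13.3%, 26.5% and 6.23% lay lower than these sets, in the same order. The random lists were drawn from all genes, cytosolic ribosomal proteins included, whose median change was −2.09. They therefore do not separate high expression from the fall of such other sets. After that scaling, complexes III and IV and ATP synthase were at −0.16, −0.28 and −0.29. Relative to the median gene in that setting, the 4 medians were −0.41 for complex I, −1.05 for complex III, −1.16 for complex IV and −1.18 for ATP synthase. From the downregulation of the "respiration" genes, the paper proposes a metabolic shift in the treated cells.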

**Table 2:** Functional category enrichment analysis (using FunCat) of genes induced and repressed by staurosporine in the wild-type strain

**ID**	**Category**	**P-value**
Induced Genes		
01.05.02.07	Sugar, glucoside, polyol, and carboxylate catabolism	3.25E-05
01.06.05	Fatty acid metabolism	1.63E-05
14.07.02	Modification with sugar residues (*e.g.*, glycosylation, deglycosylation)	9.28E-06
16.17.07	Magnesium binding	8.28E-05
20.09.07	Vesicular transport (Golgi network, etc)	1.07E-06
Repressed Genes		
01.03	Nucleotide/nucleoside/nucleobase metabolism	1.89E-05
01.05.13	Transfer of activated C-groups	7.38E-08
02.11	Electron transport and membrane-associated energy conservation	1.60E-05
02.13.01	Anaerobic respiration	7.10E-05
02.13.03	Aerobic respiration	1.91E-09
02.45.15	Energy generation (*e.g.*, ATP synthase)	4.03E-06
11.02.01	rRNA synthesis	8.37E-14
11.02.02	tRNA synthesis	9.50E-06
11.04.01	rRNA processing	9.03E-46
11.06.01	rRNA modification	1.22E-07
12.01	Ribosome biogenesis	1.51E-137
12.01.01	Ribosomal proteins	8.44E-105
12.04	Translation	1.50E-65
12.07	Translational control	1.31E-08
16.01	Protein binding	1.38E-23
16.03.03	RNA binding	1.70E-32
20.01.15	Electron transport	1.56E-05
20.09.04	Mitochondrial transport	1.97E-12
42.16	Mitochondrion	8.43E-08

We also analyzed transcriptional patterns of the *czt-1* deletion strain (File S1). 

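Between the DMSO libraries of Δ*czt-1* and the wild type, 390 of 7896 genes (4.94%) differed at least 2-fold, and the SD of the differences across genes was 0.53. In the authors' deposited table for this comparison, 7094 genes were tested and 605 called significant. Of these, 313 differed at least 2-fold on the log2(FPKM + 1) scale. With a pseudocount of 0.1 in place of 1, the count by size became 787, and with a pseudocount of 5 it became 147. A Benjamini-Hochberg adjustment of the authors' p-values within this comparison alone left 271 calls. The deposited q-values lay within 0.0136 of an adjustment over the 3 comparisons together, and differed by up to 0.224 from that within this comparison. Among genes with an FPKM of at least 10 in either library, the largest rise in Δ*czt-1* was that of the pheromone precursor *mfa-1* (NCU12157), from 3.72 to 703 FPKM (7.22 on the log2 scale), in libraries whose other mating genes also differ by strain. A row joining NCU16008 to NCU16012 rose from 8.39 to 40.5 FPKM (2.14) and NCU02094 from 4.83 to 24.5 FPKM (2.13). The largest falls were those of NCU04276 (−5.12), of NCU06940, from 113 to 6.22 FPKM (−3.98), and of NCU02193, a pyruvate decarboxylase, from 428 to 30.7 FPKM (−3.76).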

Considering the basal expression, 8.5% of the genes are altered in the Δ*czt-1* strain, corresponding to 605 genes (Figure 5A, left panel). 

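By the size rule, 204 genes were higher in Δ*czt-1* than in the wild type with DMSO (52.3%) and 186 were lower (47.7%). After scaling both libraries to the same FPKM sum, 489 genes were higher (78.9%) and 131 lower (21.1%). This comparison and the wild-type response to staurosporine use the same wild-type DMSO library, so chance values of that library enter both. Across 6915 genes, which are not independent replicates, the correlation of the deposited log2 changes was 0.428 (Pearson). In 1000 simulations of unchanged libraries with the authors' modelled errors, where noise is all there is, the shared library gave a mean correlation of 0.413. These simulations drew on a wider set of genes, and on the log2(FPKM + 1) scale the correlation across 7896 genes was 0.418. In 1000 simulations that kept the spread of the measured changes but paired them between different genes, it gave 0.207 with the modelled error divided equally between the libraries. It gave 0.374, with single simulations up to 0.464, with all of the smaller error put in the shared library. The authors called 251 genes lower in Δ*czt-1*, of which 236 are among these 6915. Of the 236, 83.9% fell with staurosporine in the wild type, against 61.0% and 70.2% in these simulations. Of the 354 called higher, 344 are among them and 86.6% of these rose, against 68.3% and 77.8%. In the simulations of unchanged libraries, set up first and with 249 genes on the lower side, the means were 83.2% and 81.8%. The modelled error leaves out how a single library differs from another of the same condition, which these simulations therefore do not cover.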

From these, 58.5% were induced whereas 41.5% were repressed (Figure 5B, left panel). Enrichment analysis (File S2) shows, for instance, that because the mutant shows induction of these genes, CZT-1 negatively regulates “phosphate metabolism” and “cAMP/cGMP mediated signal transduction” (Table 3). However, it seems that CZT-1 is controlling positively the expression of genes involved in “respiration” and “alcohol fermentation” (Table 3).

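The 23 genes listed in File S2 under "phosphate metabolism" were higher in Δ*czt-1* than in the wild type with DMSO by a median of 0.89 on the log2 scale, and the 5 listed under "cAMP/cGMP mediated signal transduction" by a median of 0.95. With staurosporine, the same lists rose in the wild type by medians of 0.85 and 0.96, and changed in Δ*czt-1* by medians of −0.69 and −1.08, or −0.08 and −0.45 after scaling to the same FPKM sum. These lists were chosen on the difference between the DMSO libraries, which are also the baselines of both responses. Chance values of those libraries would by themselves raise the wild-type response and lower that of Δ*czt-1*.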

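The 12 genes listed in File S2 under "respiration" were lower in Δ*czt-1* with DMSO by a median of −0.89, and the 6 under "alcohol fermentation" by a median of −1.64. In staurosporine-treated wild-type cells these lists fell by medians of 1.18 and 1.66, and in Δ*czt-1* they changed by medians of 0.18 and 1.88. With the libraries scaled to the same FPKM sum, the medians were −0.27 and −0.81 in the wild type and 0.85 and 2.56 in Δ*czt-1*. Lists chosen as lower in the Δ*czt-1* DMSO library would by chance alone tend to fall in the wild type and rise in Δ*czt-1*. In the sets taken from gene descriptions, the median difference between the strains with DMSO was −0.33 for complex I, −0.38 for complex III, −0.74 for complex IV and −0.59 for ATP synthase. After scaling to the same FPKM sum these became −0.05, −0.09, −0.45 and −0.30. From the enriched categories, the paper proposes positive control of these genes by CZT-1.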

**Table 3:** Functional category enrichment analysis (using FunCat) of genes induced and repressed basally in the Δ*czt-1* strain

**ID**	**Category**	**P-value**
Induced Genes		
01.04	Phosphate metabolism	7.37E-05
11.02.03.04	Transcriptional control	8.31E-06
30.01.09.07	cAMP/cGMP-mediated signal transduction	3.70E-05
36.25.01.13	Olfaction	4.57E-05
Repressed Genes		
02.13	Respiration	3.78E-05
02.16.01	Alcohol fermentation	1.72E-05

The response provoked by staurosporine in the Δ*czt-1* mutant is more active than in wild-type (File S1 and Figure S4), with 45.5% of the genes depicting altered expression (Figure 5A, right panel). 

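In Δ*czt-1*, 2980 of 7896 genes (37.7%) differed at least 2-fold between the staurosporine and DMSO libraries, and the SD of the log2 changes across genes was 1.33. In the authors' deposited table, 7524 genes were tested in this comparison and 3426 were called significant. The median standard error implied by their test statistics was 0.35. Adjusted by Benjamini-Hochberg within this comparison, the authors' p-values gave 3701 calls. A pseudocount of 5 moved the count by size most among the pseudocounts and filters tried, to 1951. The 3 largest rises were those of NCU09473, a 3-ketoacyl-acyl carrier protein reductase, from 18.6 to 2117 FPKM (6.76), of NCU08155, from 4.29 to 306 FPKM (5.86), and of NCU08281, from 1.83 to 121 FPKM (5.43). The 3 largest falls were those of NCU09848, from 194 to 2.69 FPKM (−5.72), of the karyopherin NCU05650, from 110.4 to 2.90 FPKM (−4.84), and of the row joining NCU12021 and NCU12022, from 182 to 5.78 FPKM (−4.75).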

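Of the genes changed at least 2-fold in Δ*czt-1*, 1435 were higher with staurosporine (48.2%) and 1545 were lower (51.8%). After scaling both libraries to the same FPKM sum, 2849 genes were higher (76.8%) and 863 lower (23.2%).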

Approximately half of these genes are induced and half are repressed (Figure 5B, right panel). The transcriptional response to staurosporine is partially independent of CZT-1 (Figure 5, C and D, note the number of shared genes). However, it is also true that CZT-1 is a major regulator of the genetic response to staurosporine, given that more than 1000 genes are only induced or repressed in the mutant strain and not in the wild-type (Figure 5, C and D).

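The staurosporine responses of the strains share no library, so chance does not correlate them. Across the 7896 genes, which are not independent replicates, Pearson's r between the responses was 0.619 and Spearman's rho 0.563, and 69.5% of genes changed in the same direction. The total least squares slope of the Δ*czt-1* response on the wild-type response was 1.49. The alternative that moved r most was a pseudocount of 0.1, with 0.556. The authors called 538 genes higher and 810 lower in both strains, the numbers printed in Figure 5, C and D. Over these 1348 genes the slope was 1.25, and the change was larger in Δ*czt-1* for 814 of them (60.4%).

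**Figure D2:**
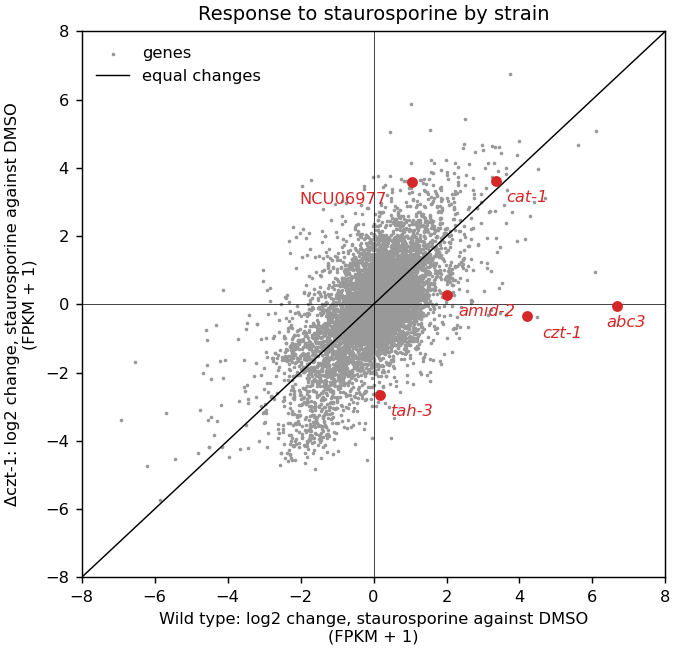
Log2 change with staurosporine in Δ*czt-1* (vertical axis) against the wild type (horizontal axis) for 7896 genes, on the log2(FPKM + 1) scale, 1 library per condition. The line marks equal changes, and some of the genes named in the paper are in red. The gene *abc3* lies at 6.68 in the wild type and −0.04 in Δ*czt-1*.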

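The genes called in a direction in 1 strain and not in that direction in the other were read in the other strain. Of the 1061 genes that the authors called higher in Δ*czt-1* and not higher in the wild type, 813 (76.6%) also rose in the wild type, 362 of them at least 1.5-fold, 167 had not been tested there and 28 were called lower there. Of the 1017 called lower in Δ*czt-1* and not lower in the wild type, 645 (63.4%) also fell in the wild type and 55 were called higher there. Of the 451 called higher and the 228 called lower in the wild type and not so in Δ*czt-1*, 259 and 152 changed the same way in Δ*czt-1*, and 55 and 28 were called the other way. Without the genes called the other way, 1033 and 962 genes were called in Δ*czt-1* alone, and 396 and 200 in the wild type alone. To compare the strains themselves, the difference of the authors' log2 changes was set against the combined standard error implied by their test statistics, a modelled error that holds no variation between replicates. This difference lay outside the 95% bounds of the modelled error in 335 of 866 genes (38.7%) called higher in Δ*czt-1* alone and tested in both, and in 553 of 949 (58.3%) called lower. It did so in 226 of 379 genes (59.6%) called higher and in 109 of 190 (57.4%) called lower in the wild type alone. Over all 7063 genes with an error in both strains, 1971 (27.9%) did so, where 5.0% would if no gene differed. The response was higher in Δ*czt-1* in 661 of these and lower in 1310, or in 892 and 1008 after centring on the median gene. From the genes called only in the mutant, the paper concludes that CZT-1 is a major regulator of the response.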

A FunCat enrichment analysis for each group is represented in the Venn diagrams in Figure 5, C and D (and in File S3) for induced and repressed genes, respectively. On treatment with staurosporine, only wild-type cells are able to induce genes involved in several ER-related functions, such as “protein folding and stabilization,” “modification with sugar residues (*e.g.*, glycosylation, deglycosylation),” “ER to Golgi transport,” and “cellular export and secretion” (Figure 5C), suggesting an ER-mediated stress response that is not induced in Δ*czt-1*. 

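Genes listed in File S3 for these ER-related categories were chosen as induced in wild-type cells and not in Δ*czt-1*, and some were called lower in Δ*czt-1*, 3 of the first list below and 1 each of the last 2. The 14 genes of "protein folding and stabilization" rose by a median of 1.31 on the log2 scale in the wild type and by 0.17 in Δ*czt-1*, and the strains differed beyond the 95% bounds of the modelled error in 9 of them. The medians were 1.25 and −0.02, the latter 0.61 after scaling to the same FPKM sum, for the 12 genes of "modification with sugar residues," 1.08 and 0.19 for the 11 of "ER to Golgi transport," and 1.18 and 0.19 for the 16 of "cellular export and secretion." In each of the last 3 lists, the strains differed beyond that error in 8 genes. After that scaling the Δ*czt-1* medians of the other lists were higher as well, with 0.83 for "protein folding and stabilization." The wild-type median of that list was then 2.22. The ER folding and glycosylation genes taken from descriptions, which were not chosen on these calls, changed in Δ*czt-1* by a median of −0.19, or of 0.47 after that scaling. Their response was lower in Δ*czt-1* than in the wild type by a median difference of −0.72, which lay at percentile 0.01 of random lists. As deposited, the strains were close with DMSO, at 0.05, and apart by −0.69 with staurosporine. After scaling to the same FPKM sum, these genes were higher in Δ*czt-1* with DMSO. The median gene was then higher by 0.30, about as far as these genes. The vesicle transport genes changed in Δ*czt-1* by a median of 0.04, and their median difference of −0.37 lay above 12.5% of random lists. From these categories, the paper proposes an ER-mediated stress response that Δ*czt-1* does not induce.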

Actually, the “protein folding and stabilization” category is significantly repressed in the mutant (Figure 5D). This suggests that CZT-1 affects ER processes. 

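File S3 lists 24 genes of "protein folding and stabilization" that were called lower in Δ*czt-1* and not in the wild type, where 3 of them were called higher. All 24 fell in Δ*czt-1* with staurosporine, by a median of 1.23, whereas in the wild type 10 rose and 14 fell, with a median of −0.09, or of 0.82 after scaling to the same FPKM sum. The strains differed beyond the 95% bounds of the modelled error in 19 of the 24 genes.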

Signal transduction seems to be impaired in the deletion strain considering its inability to induce genes in the “second messenger mediated signal transduction” category, in opposition to the wild-type (Figure 5C). Within this category, the wild-type enrichment analysis includes the “polyphosphoinositol mediated signal transduction” subcategory (P-value = 0.0016), which seems to be regulated by CZT-1. 

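The 10 genes listed in File S3 under "second messenger mediated signal transduction" rose in wild-type cells by a median of 1.22 on the log2 scale and changed in Δ*czt-1* by a median of −0.09, or of 0.57 after scaling to the same FPKM sum. The strains differed beyond the 95% bounds of the modelled error in 9 of them. The subcategory of polyphosphoinositol signaling holds 4 of these genes, with medians of 1.36 in the wild type and 0.05 in Δ*czt-1*.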

As described above, wild-type cells downregulate genes involved in the mitochondrial electron transport after treatment with staurosporine (Table 2). Interestingly, this is not the case in *czt-1* knockout cells (Figure 5D).

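For the 16 genes of category 02.11, "electron transport and membrane-associated energy conservation," that File S3 lists as repressed in the wild type alone, the median change with staurosporine was −1.21 in the wild type and −0.27 in Δ*czt-1*, or −0.30 and 0.41 after scaling to the same FPKM sum, so that the direction in Δ*czt-1* depends on the scaling. These genes were already lower in Δ*czt-1* with DMSO, by a median of −0.64, and with staurosporine they were higher in Δ*czt-1* than in the wild type by 0.32. For 8 other genes of the category, which File S3 lists as repressed in Δ*czt-1* alone, the medians were −0.56 in the wild type, or 0.33 after that scaling, and −0.93 in Δ*czt-1*. The complexes taken from descriptions changed in Δ*czt-1* by medians of −0.32 for complex I, −0.73 for complex III, −0.21 for complex IV and −0.34 for ATP synthase. After scaling to the same FPKM sum these were 0.35, −0.05, 0.46 and 0.33, where the median gene of Δ*czt-1* rose by 0.62. The responses differed between the strains by medians of 0.16 for complex I, above 98.6% of random lists, or −0.081 after that scaling, 0.38 for complex III, 0.93 for complex IV and 0.74 for ATP synthase.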

Although the Gene Ontology (GO) annotation of Neurospora genes is not yet completely developed, we wanted to validate the FunCat results with the available GO annotation. We used Δ*czt-1*-treated cells as the test set and wild-type-treated cells as the reference set. This allows the estimation of over-representation and under-representation of GO terms in the mutant using the wild-type as a reference. The results essentially validate the FunCat analysis, with some extra information (File S4). There is an under-representation of “endoplasmic reticulum membrane” in the set of induced genes in the Δ*czt-1* strain. 

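The 8 genes that File S4 lists under "endoplasmic reticulum membrane" rose in wild-type cells by a median of 1.30 on the log2 scale, from 0.97 to 2.37. In Δ*czt-1* their median change was −0.09, and the strains differed beyond the 95% bounds of the modelled error in 7 of them. The acetyl-CoA carboxylase gene (NCU08535) rose from 115 to 598 FPKM in the wild type and fell from 185 to 116 FPKM in Δ*czt-1*. A fatty acid elongase gene (NCU06694) rose from 139 to 528 FPKM in the wild type and fell from 152 to 54.4 FPKM in Δ*czt-1*. The STT3 subunit of oligosaccharyl transferase (NCU10497) rose from 62.2 to 142 FPKM in the wild type, with 76.0 and 69.9 FPKM in Δ*czt-1*.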

In the repressed set of genes, the GO analysis shows an under-representation of “cytochrome-c oxidase activity” and “ATP synthase activity,” indicating a role for CZT-1 in the regulation of genes related to complex IV and complex V of the electron transport chain. 

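File S4 lists 4 genes under "cytochrome-c oxidase activity" and 4 under "ATP synthase activity." With staurosporine, the cytochrome-c oxidase genes changed by down to −1.53 on the log2 scale in the wild type and by between −0.61 and 0.01 in Δ*czt-1*. The ATP synthase genes changed by between −1.45 and −1.20 in the wild type and by between −0.38 and −0.25 in Δ*czt-1*. After scaling to the same FPKM sum, all genes of both terms were higher with staurosporine in Δ*czt-1*. The median gene of Δ*czt-1* rose by 0.62 under that scaling, so a rise there does not by itself show induction beyond the typical gene. With DMSO, the cytochrome-c oxidase genes were lower in Δ*czt-1* by between −0.83 and −0.51, and the ATP synthase genes by between −0.81 and −0.59. The beta subunit of ATP synthase (NCU05430) fell from 5255 to 2165 FPKM in the wild type and from 2995 to 2352 FPKM in Δ*czt-1*. The responses differed between the strains beyond the 95% bounds of the modelled error in 2 of the 4 genes of each term.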

Interestingly, the “response to light stimulus” GO term is over-represented in the set of induced genes and under-represented in the set of repressed genes, pointing to a possible new role of CZT-1 in the light response pathway.

We examined whether there were differences in expression in wild-type *vs.* Δ*czt-1* strain for the genes identified by the GWAS (Figure 4A). At basal conditions, Δ*czt-1* shows significant downregulation of *cat-1* and upregulation of *tah-3* when compared with wild-type (Figure 6A). 

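With DMSO, the expression of *cat-1* (NCU08791) was 3.29 FPKM in the wild type and 1.37 FPKM in Δ*czt-1*, and that of *tah-3* (NCU03686) was 27.2 and 89.4 FPKM. On the log2(FPKM + 1) scale, the differences were −0.85 for *cat-1* and 1.68 for *tah-3*, and the authors called both. Of the other genes of Figure 6, NCU06977 differed by −0.90 between 3.14 and 1.23 FPKM without being called, and NCU03273, NCU02959, NCU06609 and *amid-2* (NCU12058) differed by between −0.34 and 0.28.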

On treatment with staurosporine, *amid-2* is induced by the drug in the wild-type but not in the mutant; NCU06977 is induced by the drug in Δ*czt-1* but not in the wild-type; *tah-3* is repressed by the drug in the mutant but not in the wild-type; and *cat-1* is induced by staurosporine in both strains, although more extensively in Δ*czt-1* (Figure 6B). 

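In the wild type, staurosporine raised *amid-2* from 1.73 to 10.0 FPKM (2.02 on the log2 scale), while in Δ*czt-1* it was at 2.60 FPKM with staurosporine (0.28). NCU06977 rose to 7.54 FPKM in the wild type (1.04), where the authors did not call it, and to 25.7 FPKM in Δ*czt-1* (3.58). The expression of *tah-3* was 31.1 FPKM in the staurosporine-treated wild type (0.18) and 13.4 FPKM in Δ*czt-1* (−2.65). For these 3 genes, the responses of the strains differed beyond the 95% bounds of the modelled error. For *cat-1* they did not. Its change was 3.35 in the wild type and 3.62 in Δ*czt-1*, or 3.70 and 4.36 in the authors' deposited tables, whose difference of 0.66 has a modelled error of 0.63, and its level with staurosporine was 42.6 FPKM in the wild type and 28.2 FPKM in Δ*czt-1*. NCU03273 changed by 0.79 in the wild type and 0.99 in Δ*czt-1*, NCU02959 by 0.63 and 0.92, and NCU06609 by −0.16 and 0.11.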

The alteration in the expression of *cat-1* is in agreement with the fact that staurosporine induces ROS formation, which is increased in Δ*czt-1*. We also studied expression alterations of the *amid-2* homologues, namely *amid* and the apoptosis-inducing factor (*aif*): in the presence of staurosporine, *amid* expression is repressed only in the mutant, whereas aif was induced in both strains (File S1). The staurosporine-provoked expression profile for all these genes corroborate their role in cell death and expression differences observed in Δ*czt-1* suggest that they are under the control of the transcription factor.

**Figure 6:**
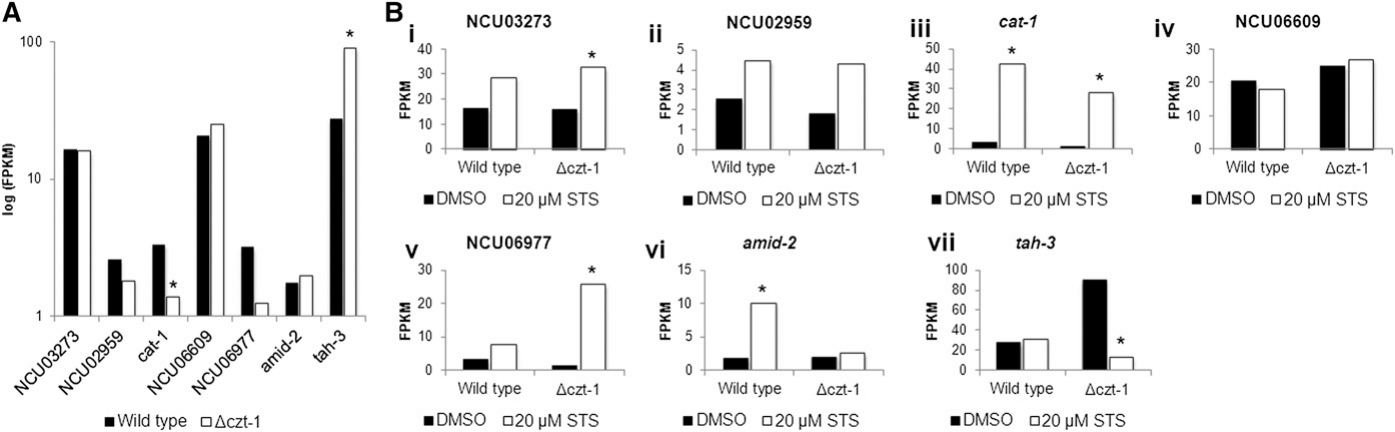
RNA-seq data support the involvement of genes identified by the GWAS in staurosporine-induced cell death. (A and B) The expression of NCU03273, NCU02959, *cat-1*, NCU06609, NCU06977, *amid-2*, and *tah-3*, indicated as FPKMs, was compared between wild-type and Δ*czt-1* strains in control samples (A) or between staurosporine (STS)-treated and DMSO-treated samples (B). *P-value <0.05.

### CZT-1 regulates the expression of multiple ABC transporters

Genes encoding members of the ABC (ATP-binding cassette)-transporter family are induced in response to drug treatments and confer resistance to numerous compounds in a process designated multidrug drug resistance or pleotropic drug resistance (Gulshan and Moye-Rowley 2007). We compiled a list of genes encoding ABC transporters from the FunCat database and checked their expression in the RNA-seq dataset. 

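File S5 lists 40 genes as ABC transporters, of which 33 had an FPKM of at least 1 in any library. The deposited descriptions of 7 of the 40 name something else, such as MFS transporters, Cdc48 or a translation initiation factor. With DMSO the 33 genes were higher in Δ*czt-1* than in the wild type by a median of 0.31 on the log2 scale, above 99.4% of random lists matched on expression, and 24 of them were higher. The median was 0.58 after scaling to the same FPKM sum, and 0.43 in the 29 genes left without those described otherwise. The authors called 7 of the 31 genes they tested, all higher in Δ*czt-1*, and these differences lay between 0.79 for NCU03591 (30.8 and 53.9 FPKM) and 1.21 for NCU07276 (4.55 and 11.8 FPKM). NCU07546 was at 6.51 and 14.8 FPKM, NCU08056 at 6.18 and 13.5 FPKM, NCU10009 at 6.89 and 13.6 FPKM, and NCU02544 at 8.62 and 17.2 FPKM.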

Under basal conditions, there is an upregulation of some of these genes in Δ*czt-1* cells (Figure 7A and File S5), including NCU02544, NCU03591, NCU07546, NCU08056/*atrf*, NCU10009/*atrf-2*, NCU07276, and NCU09975/*abc3*. The latter gene plays a crucial role during the response of *N. crassa* to staurosporine since we observed that the cells pump the drug out to the extracellular medium through ABC3, which seems to be influenced by CZT-1 (Fernandes *et al.* 2011). The staurosporine-stimulated induction of *abc3* (NCU09975) in the wild-type but not in Δ*czt-1* cells was confirmed by our RNA-seq data (Figure 7B, i). 

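In wild-type cells, *abc3* rose from 6.79 FPKM with DMSO to 798 FPKM with staurosporine, the largest rise of any gene in this comparison that had an FPKM of at least 10 in either library. In Δ*czt-1* it was at 13.4 FPKM with DMSO and did not rise with staurosporine. The difference between the responses was −6.72 on the log2 scale, also the largest loss among genes with an FPKM of at least 10 in any library.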

Interestingly, *czt-1* and *abc3* are adjacent in the genome, indicating a functional link between neighboring genes. 

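In the order of genes in the NC12 reference annotation, *abc3* is the next gene after *czt-1* on chromosome I. On the same side, 2 places from *czt-1*, lies NCU09976, described as a rhamnogalacturonan acetylesterase. It rose from 0.13 to 9.47 FPKM with staurosporine in the wild type and was at 0.46 and 0.31 FPKM in Δ*czt-1*. On the other side, NCU09973 was at 7.88 FPKM with DMSO in the wild type and at 31.2 FPKM in Δ*czt-1*. Both were named after their values were seen. The libraries do not separate an effect of the CZT-1 protein on these neighbors from an effect of the deletion at the locus itself.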

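With staurosporine, the 33 genes of File S5 expressed in any library rose in the wild type by a median of 0.57 on the log2 scale, above 99.6% of random lists, and 23 of them were higher. Of the 31 genes they tested, the authors called 9 higher and 3 lower.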

On treatment of wild-type cells with staurosporine, not only *abc3* but also other ABC transporter genes are induced. These include NCU05591/*cdr4* (Figure 7B, ii), NCU07546 (Figure 7B, iii), and NCU08382 (Figure 7B, iv). 

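In wild-type cells, *cdr4* (NCU05591) rose from 5.68 to 14.6 FPKM, NCU07546 reached 33.5 FPKM (2.20 on the log2 scale), and NCU08382 rose from 21.3 to 49.0 FPKM. The changes of *cdr4* and NCU08382 were 1.22 and 1.16. NCU02544 was also called higher by the authors and reached 47.6 FPKM (2.34).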

CDR4 was shown to be involved in resistance to azoles in Neurospora (Zhang *et al.* 2012). Cells lacking CZT-1 are unable to induce these genes, indicating that the expression of several ABC transporters is CZT-1-dependent. 

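In Δ*czt-1*, *cdr4* changed from 8.96 to 11.9 FPKM (0.37 on the log2 scale), NCU07546 fell to 8.80 FPKM (−0.69) and NCU08382 was at 22.8 and 23.3 FPKM (0.03). The responses of the strains differed beyond the 95% bounds of the modelled error for NCU07546 and NCU08382, but not for *cdr4*. NCU02544 rose in Δ*czt-1* as well, to 47.2 FPKM (1.40). The 33 expressed genes of File S5 changed in Δ*czt-1* by a median of 0.03, of −0.038 without those described as something other than ABC transporters, or of 0.60 after scaling to the same FPKM sum. Their response was lower than in the wild type by a median difference of −0.82, below all 10000 random lists. With DMSO they were higher in Δ*czt-1* by a median of 0.31. With staurosporine they differed by −0.28 (95% interval over genes −0.71 to 0.17), above 6.1% of random lists. The higher level with DMSO can thus account for a part of the difference between the responses. Among the 31 genes with a modelled error in both strains, the response was lower in Δ*czt-1* beyond the 95% bounds of that error in 10 and higher in 1. From the genes that Δ*czt-1* does not induce, the paper concludes that several ABC transporters depend on CZT-1.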

Altogether, our data show that the novel transcription factor CZT-1 is an important regulator of cell death and controls the genetic response to staurosporine in *N. crassa*.

**Figure 7:**
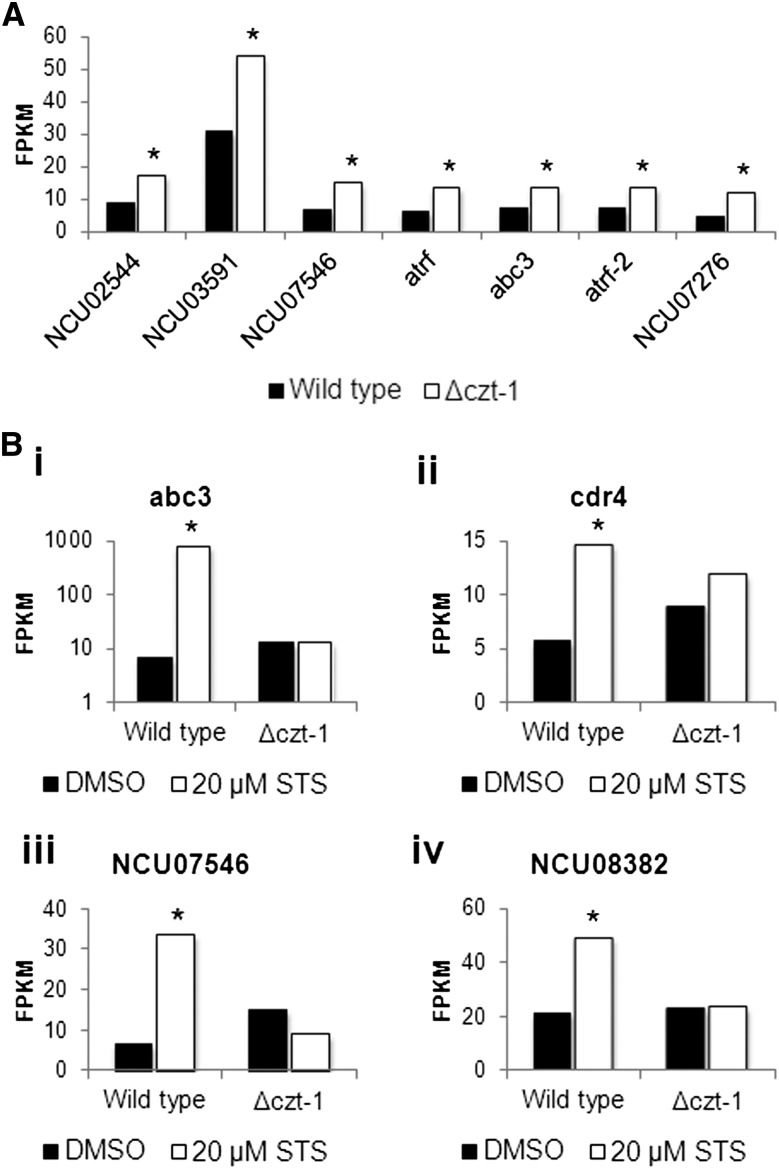
CZT-1 controls genes encoding ABC transporters. (A) The levels of expression (in FPKMs) of the indicated ABC transporter–encoding genes were compared between wild-type and Δ*czt-1* strains under basal conditions. (B) Expression of *abc3*, *cdr4*, NCU07546, and NCU08382, indicated as FPKMs, was compared between wild-type and Δ*czt-1* strains treated with staurosporine or DMSO. *P-value <0.05.

## Discussion

The protein encoded by NCU09974, now termed CZT-1, was not considered before in transcription factor–related works in *N. crassa*, likely because only a recent genome annotation added a few extra exons to the gene that include a Zn_2_/Cys_6_ DNA-binding domain. We show that CZT-1 is a crucial mediator of the fungal response to staurosporine in laboratory strains as well as in wild isolates of Neurospora. Transcriptional profiling of the Δ*czt-1* mutant suggests that CZT-1 controls the expression of several genes, affecting diverse processes and organelles, including the mitochondria and the ER. This regulatory role is in accordance with the transcription factor–related sequence features of CZT-1. The presence of a conserved Zn_2_/Cys_6_ DNA-binding domain at the N-terminal portion of CZT-1 positions this protein in the zinc cluster family of transcription factors, which is found exclusively in fungi, namely in the Ascomycota phylum (MacPherson *et al.* 2006). CZT-1 homologs from BLAST searches correspond mostly to uncharacterized proteins in diverse fungi, including human pathogens such as *Aspergillus fumigatus* or crop pathogens like *Magnaporthe oryzae* or *Fusarium sp*. There is strong homology between CZT-1 and members of the Pezizomycotina, whereas homology is weaker for members of the Saccharomycotina and Taphrinomycotina. Furthermore, within the same species, it appears that there are two types of zinc cluster proteins, some with strong homology to CZT-1 and others with weak homology. Specific CZT-1 sequence features suggest that it may belong to a novel divergent subfamily of zinc cluster transcription factors (Figure S5). Thus, we consider that our data on the functions of CZT-1 have a broad interest and can be the basis of future studies of the role of this uncharacterized group of proteins that may have an important role in antifungal responses and drug resistance in clinical or economic relevant fungi.

A large number of zinc cluster transcription factors regulate drug resistance, consistent with our observations on the role of CZT-1. Multidrug resistance is highly conserved and commonly activated by microbes or cancer cells on exposure to cellular insults. It is the consequence of the extrusion of drugs by cells overexpressing pumps of the ABC transporter family or the major facilitator superfamily (MacPherson *et al.* 2006). In *C. albicans*, the zinc cluster transcription factor Tac1 controls the expression of the ABC transporter genes *CDR1* and *CDR2*, which mediate resistance to azole drugs (Coste *et al.* 2004). In *Saccharomyces cerevisiae*, some of these regulators, including Pdr1, Pdr3, Yrr1, and Stb5, interact as homodimers and heterodimers to accomplish their regulatory functions (Akache *et al.* 2004; Mamnun *et al.* 2002).

Stb5 is an oxidative stress–induced transcription factor that regulates multidrug resistance (Akache and Turcotte 2002) as well as the expression of genes in the pentose phosphate pathway affecting NADPH production (Larochelle *et al.* 2006). This may parallel to some extent the role of CZT-1 in Neurospora, since the lack of the protein results in a higher accumulation of ROS on insult with staurosporine. The deletion of *czt-1* results in altered expression of several components of the oxidative stress detoxification machinery, both basally and after addition of the drug (File S6). In addition, CZT-1 is necessary for the induction of ABC3, and the ABC3 homolog in *Magnaporthe grisea* is important for cell survival during oxidative stress (Sun *et al.* 2006). 

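File S6 lists 63 genes of the oxidative stress machinery. With DMSO, the authors called 2 of them higher and 7 lower in Δ*czt-1*, and the median difference of the 61 genes with an FPKM of at least 1 in any library was −0.14 on the log2 scale, or 0.13 after scaling to the same FPKM sum. With staurosporine, the authors called 15 higher and 12 lower in the wild type and 18 higher and 12 lower in Δ*czt-1*. The median changes were −0.05 in the wild type and 0.08 in Δ*czt-1*, or 0.76 and 0.73 after that scaling. Among 59 genes with a modelled error in both strains, the responses differed beyond the 95% bounds of that error in 7, of which 5 were higher in Δ*czt-1*.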

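File S7 lists 53 genes for the handling of calcium. With DMSO, the authors called 6 of them higher and 3 lower in Δ*czt-1* than in the wild type. With staurosporine, they called 18 higher and 4 lower in the wild type, and 13 higher and 8 lower in Δ*czt-1*. The median change of the 51 genes with an FPKM of at least 1 in any library was 0.38 in the wild type and −0.06 in Δ*czt-1*, or 1.21 and 0.61 after scaling to the same FPKM sum. Among the 51 genes with a modelled error in both strains, the responses differed beyond the 95% bounds of that error in 23, of which 17 were lower in Δ*czt-1*.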

RNA-seq analyses also show that diverse genes encoding molecules intervening in intracellular Ca^2+^ handling are altered in *czt-1* mutant cells (File S7).

We observed that the lack of *czt-1* seems to be particularly important for the response to staurosporine compared to other tested stimuli (the lack of *czt-1* results in a small increase in sensitivity to phytosphingosine and cinnamic acid and resistance to amphotericin B). However, we tested the susceptibility of Δ*czt-1* to a limited number of drugs; therefore, the possibility that CZT-1 is essential to provide resistance to other stresses is an open subject. The expression of *czt-1* is induced by a number of compounds and CZT-1 controls different ABC transporters, which are mediators of multidrug resistance. Thus, it is tempting to speculate that the observed variation in resistance to staurosporine for the wild isolates of the fungus may have implications in the response to certain conditions present in their natural habitats. We looked for biogeographic correlations between the expression of *czt-1* and the collection place of the wild strains (data not shown) and, although we did not achieve strong statistical significance, but considering the relatively small size of the population, some interesting associations were found. This includes a tendency toward high expression of *czt-1* and, consequently, resistance to staurosporine for strains collected in Iowa, Louisiana, or Elizabeth, Louisiana, east and north of Lake Charles, respectively.

Natural variation to oxidative stress and drug resistance has been shown in other fungi. In *S. cerevisiae*, clinical and soil isolates from Pennsylvania (USA) tolerate ROS accumulation better than human-associated brewery and vineyard strains, soil isolates from North Carolina, or fruit populations, indicating that response to oxidative stress is an adaptive feature (Diezmann and Dietrich 2009). Recently, a GWAS associated a quantitative trait nucleotide in *RDS2* with increased survival on oxidative stress in a clinical isolate of *S. cerevisiae vs.* a laboratory reference strain (Diezmann and Dietrich 2011), and *RDS2* encodes a zinc cluster transcription factor (Akache and Turcotte 2002). In the plant pathogen *Botrytis cinerea*, three natural populations of field isolates from vineyards in France and Germany exhibiting different mechanisms of fungicide resistance were identified (Kretschmer *et al.* 2009). In one of these populations, all strains had mutations in a zinc cluster transcription factor–encoding gene, *mrr1*, causing overexpression of the ABC transporter AtrB (Kretschmer *et al.* 2009). Resistance to sterol demethylation inhibitors and strobilurins in field isolates of *Penicillium digitatum* and *Mycosphaerella graminicola*, respectively, was also described (Nakaune *et al.* 1998; Roohparvar *et al.* 2008). Our work using a subtropical wild population of *N. crassa* (Ellison *et al.* 2011; Palma-Guerrero *et al.* 2013) further supports that natural variation to drug tolerance occurs and seems to be mediated by zinc cluster transcription factors. A GWAS using this population pointed to putative loci involved in the process, including the oxidative stress–related and cell death–related proteins CAT-1 and AMID-2, respectively.

We showed that expression of different ABC transporters is CZT-1-dependent. This is likely to be related to the drug resistance regulatory role of the transcription factor. Because the inactivation of *czt-1* leads to deficiency in several drug efflux pumps, it may be a good target to overcome drug resistance. This suggestion makes it relevant to characterize, in future studies, the role of CZT-1 and its homologs in pathogenic organisms.

## Supplementary Material

Supporting Information

# Supplementary material for: CZT-1 Is a Novel Transcription Factor Controlling Cell Death and Natural Drug Resistance in Neurospora crassa
**Source:** G3 (Bethesda). 2014 Apr 8;4(6):1091–102. doi: 10.1534/g3.114.011312
**Supplement:** Supporting Information

CZT-1 Is a Novel Transcription Factor Controlling Cell Death and Natural Drug Resistance in Neurospora crassa — Supporting Information 

# CZT-1 Is a Novel Transcription Factor Controlling Cell Death and Natural Drug Resistance in *Neurospora crassa*

## Supporting Information for Gonçalves *et al.*, 2014

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S5 and Files S1-S7 (PDF, 618 KB)
- Figure S1 - Sensitivity profile of the wild type and ΔNCU09974 strains on GFS medium supplemented with phytosphingosine (PHS) (A), cinnamic acid (B) and amphotericin B (AmphoB) (C). (PDF, 236 KB)
- Figure S2 - Expression levels of *czt-1*, expressed as RPKM, in wild strains of *Neurospora* collected in the Louisiana state (USA). (PDF, 154 KB)
- Figure S3 - Box plots showing the relationship between the two found nucleotides for each SNP identified by the GWAS and the expression of the respective gene. (PDF, 161 KB)
- Figure S4 - Volcano plots illustrate the amplification of the response to staurosporine in Δ*czt-1* versus the wild type strain. (PDF, 321 KB)
- Figure S5 - A maximum likelihood phylogenetic tree was built using the Dayhoff method on a ClustalW2 multiple alignment. (PDF, 232 KB)
- File S1 - Complete RNA-seq dataset. (.xlsx, 2 MB)
- File S2 - Complete functional enrichment analysis, using FunCat, of genes whose expression was altered by staurosporine in wild type cells and genes whose expression is basally affected by deletion of *czt-1*. (.xlsx, 333 KB)
- File S3 - Complete functional enrichment analysis, using FunCat, of genes whose expression was specifically induced or repressed only in wild type, only in Δ*czt-1* or in both strains. (.xlsx, 321 KB)
- File S4 - Blast2GO analysis of functional enrichment of staurosporine-induced or -repressed genes using Δ*czt-1*-treated cells as the test set and wild type-treated cells as the reference set. (.xlsx, 39 KB)
- File S5 - Expression levels comparison between wild type and Δ*czt-1* cells for genes encoding ABC transporters. (.xlsx, 60 KB)
- File S6 - Expression levels comparison between wild type and Δ*czt-1* cells for genes involved in oxidative stress. (.xlsx, 64 KB)
- File S7 - Expression levels comparison between wild type and Δ*czt-1* cells for genes involved in Ca2+ handling. (.xlsx, 58 KB)

# Supplementary material for: CZT-1 Is a Novel Transcription Factor Controlling Cell Death and Natural Drug Resistance in Neurospora crassa
**Source:** G3 (Bethesda). 2014 Apr 8;4(6):1091–102. doi: 10.1534/g3.114.011312
**Supplement:** Supporting Information

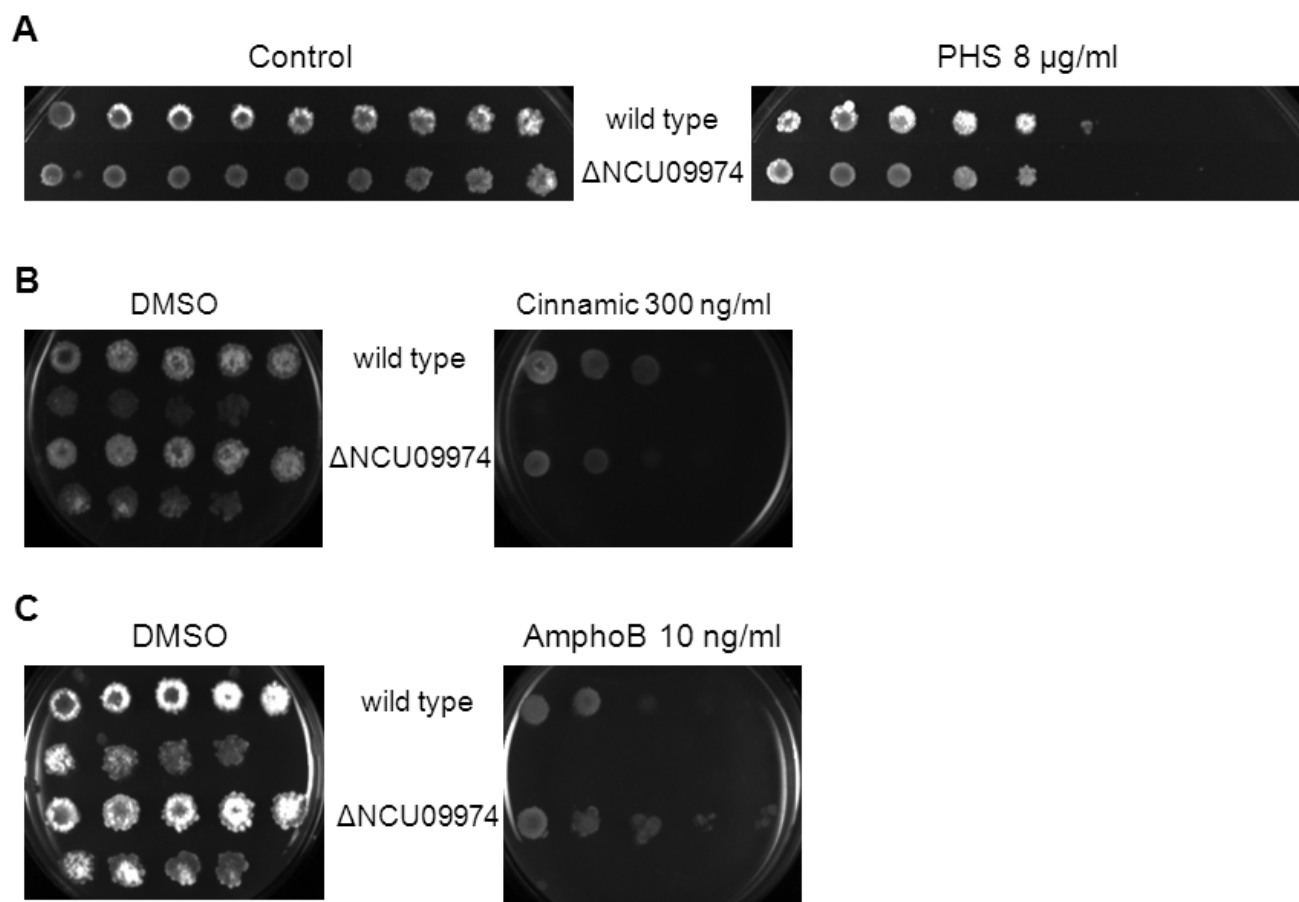

**Figure S1** Sensitivity profile of the wild type and  $\Delta\text{NCU09974}$  strains on GFS medium supplemented with phytosphingosine (PHS) (A), cinnamic acid (B) and amphotericin B (AmphoB) (C).

# Supplementary material for: CZT-1 Is a Novel Transcription Factor Controlling Cell Death and Natural Drug Resistance in Neurospora crassa
**Source:** G3 (Bethesda). 2014 Apr 8;4(6):1091–102. doi: 10.1534/g3.114.011312
**Supplement:** Supporting Information

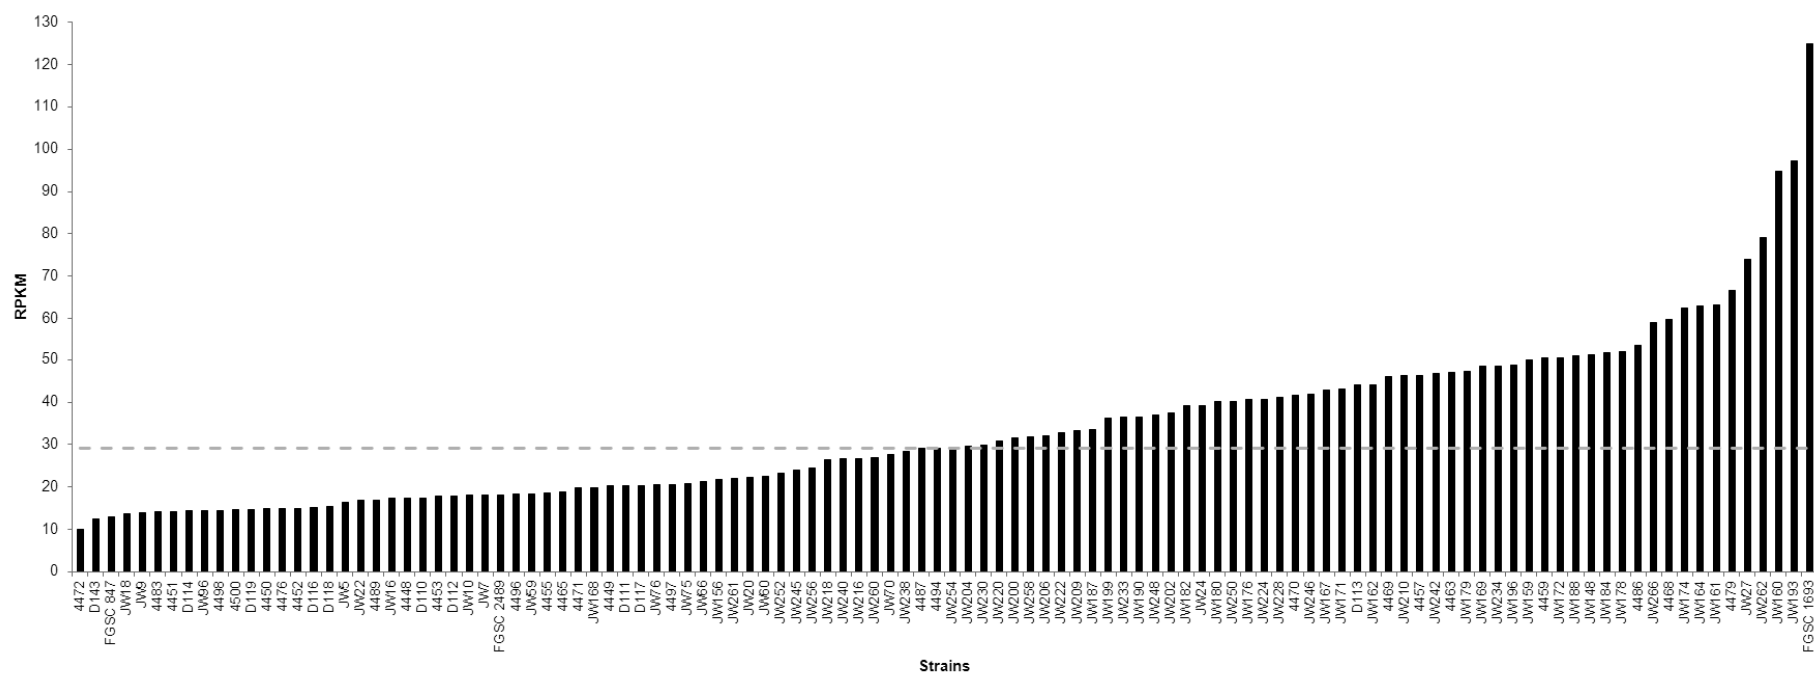

**Figure S2** Expression levels of *czt-1*, expressed as RPKM, in wild strains of *Neurospora* collected in the Louisiana state (USA). The wild type laboratory strain FGSC 2489 is shown for reference. The broken line represents the median RPKM.

# Supplementary material for: CZT-1 Is a Novel Transcription Factor Controlling Cell Death and Natural Drug Resistance in Neurospora crassa
**Source:** G3 (Bethesda). 2014 Apr 8;4(6):1091–102. doi: 10.1534/g3.114.011312
**Supplement:** Supporting Information

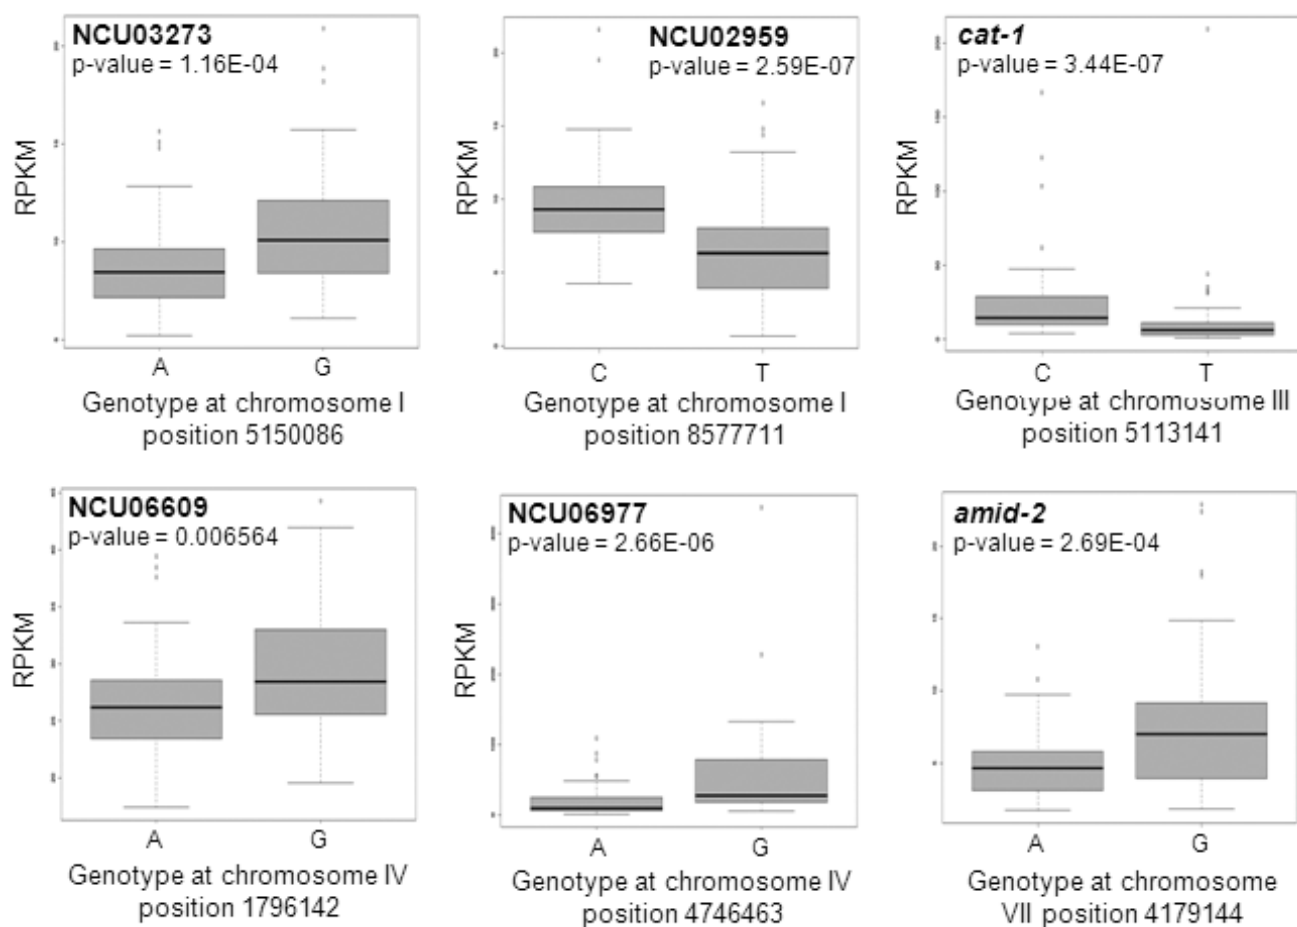

**Figure S3** Box plots showing the relationship between the two found nucleotides for each SNP identified by the GWAS and the expression of the respective gene.

# Supplementary material for: CZT-1 Is a Novel Transcription Factor Controlling Cell Death and Natural Drug Resistance in Neurospora crassa
**Source:** G3 (Bethesda). 2014 Apr 8;4(6):1091–102. doi: 10.1534/g3.114.011312
**Supplement:** Supporting Information

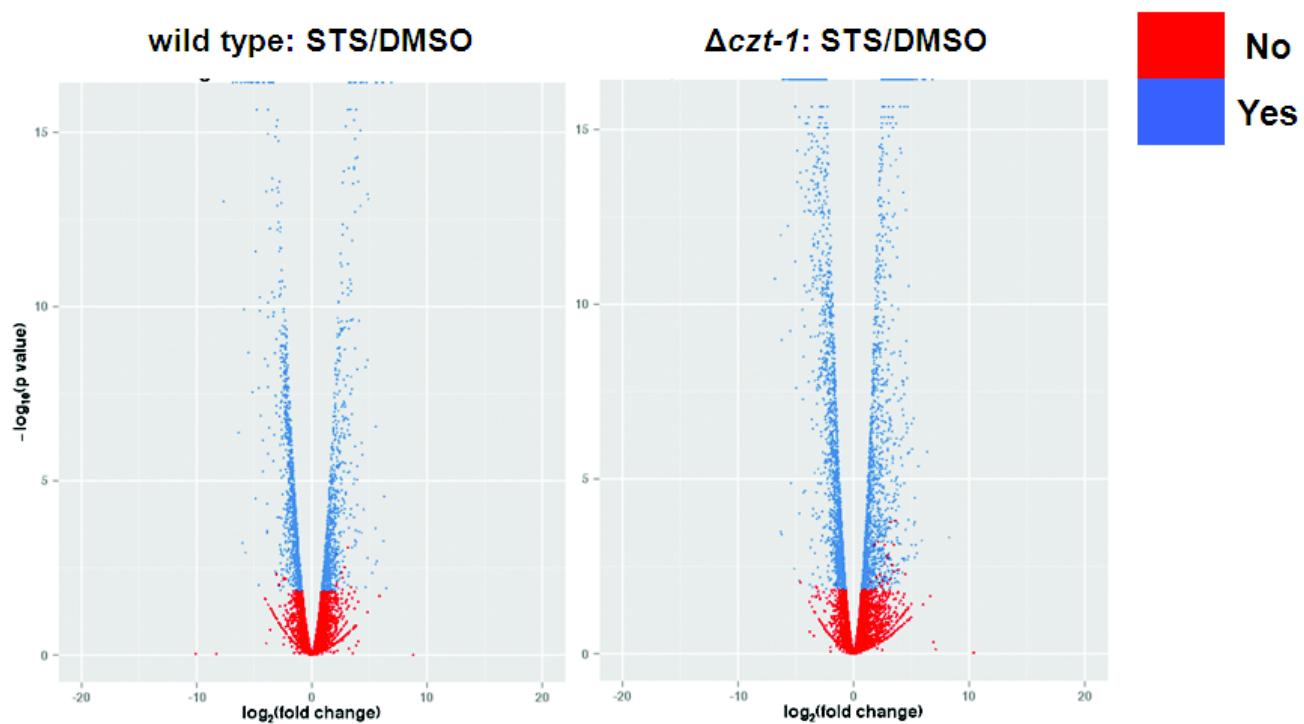

**Figure S4** Volcano plots illustrate the amplification of the response to staurosporine in  $\Delta czt-1$  versus the wild type strain.

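Volcano plots set the log2 change of each gene against its p-value, here those of the authors' Cuffdiff tests on 1 library per condition. The genes that the authors called had a median absolute log2 fold change of 1.63 in the wild type and 1.66 in Δ*czt-1* on their scale. The largest p-value they called in their deposited tables was 0.0145 in both comparisons. Across all genes, the SD of the log2(FPKM + 1) changes was 1.29 times as large in Δ*czt-1* as in the wild type.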

How the deposited data were processed for this re-analysis (not part of the article)

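RNA-seq was analysed for 4 samples of *N. crassa*, 1 for each of wild-type and Δ*czt-1* cells treated with DMSO or with 20 μM staurosporine for 1 h. The authors mapped single reads of 50 bases with TopHat, estimated transcript abundance with Cufflinks and compared pairs of libraries with Cuffdiff. The versions and the genome build they used are not given in the sources used here. They deposited 3 tables, each with the values of a pair of libraries, for 9691 rows with gene descriptions of the Broad annotation.

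Each FPKM was made by the authors with Cufflinks, which normalizes for transcript length and library size. The log2 fold change was deposited by the authors as the log2 of the ratio of the second FPKM to the first. The deposited score of each comparison is the test statistic that the authors obtained with Cuffdiff, and its sign was opposite to that of the log2 ratio in nearly all tested genes. The p-value and q-value were deposited by the authors from the same Cuffdiff tests. Numbers in the tables carry a decimal comma, and a marker value stands for an infinite ratio where 1 library is at 0. The way in which reads shared by near-identical genes were assigned is not given in the sources used here, so values of members of multigene families, such as the ABC transporters, are uncertain in that respect.

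From the deposited FPKM, log2 changes were computed as differences of log2(FPKM + 1) over genes with an FPKM of at least 1 in any library, and genes were counted at a 2-fold threshold. No test of differential expression was run and no p-value was computed, except that the authors' p-values were adjusted again by the Benjamini-Hochberg method, within each comparison and over all 3. The authors' calls were taken at their q-value threshold of 0.05. A Benjamini-Hochberg adjustment of the deposited p-values over the 3 comparisons together came within 0.0136 of the deposited q-values in all 21820 tests, while one within each comparison differed by up to 0.00703 in the wild type, 0.0802 in Δ*czt-1* and 0.224 between the strains with DMSO. The sources used here do not give over which tests the authors adjusted. A standard error was taken as the deposited log2 fold change divided by the deposited statistic, and the difference between the strains was set against 1.96 times the combined error. This modelled error holds no variation between replicates, and a test of Cuffdiff on such libraries compares the libraries, not the conditions. Correlations and total least squares slopes were computed across genes.

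Gene sets were chosen by words in the gene descriptions or taken whole from Files S5, S6 and S7. They comprised cytosolic ribosomal proteins, mitochondrial ribosomal proteins, ribosome biogenesis and rRNA processing, tRNA synthetases, complexes I, III and IV, ATP synthase, ER folding and glycosylation, vesicle transport, the proteasome, ABC transporters, oxidative stress genes and calcium handling genes. The vesicle transport set holds 1 ribosome biogenesis protein, the ATP synthase set 2 assembly proteins, the complex III set an assembly protein and a heme lyase, and the tRNA synthetase set a tRNA ligase. The list of File S5, called ABC transporters here, holds 7 genes whose descriptions name something else, among them 4 MFS transporters. The medians of these sets stayed within their 95% intervals without such genes. The median of each set was given as its percentile among 10000 random lists of the same size drawn from 20 bins of mean log2(FPKM + 1). The 95% interval of a median is that of its order statistics over genes. Genes of the FunCat categories were taken from Files S2 and S3 where the list was complete.

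The genes to name were those in the paper's text, figures and tables, the genes of 3 terms of File S4, and in each comparison the 3 largest rises and the 3 largest falls among genes with an FPKM of at least 10 in either library. Values in the paper's supplementary files had been seen when this rule was written. The measures, the gene sets, the rule for names and the alternatives were set before the data were examined, except where the text says otherwise. The alternatives were pseudocounts of 0.1 and 5, no filter, an FPKM of at least 10, centring on the median gene, scaling of every library to the same FPKM sum, and other fold and q-value thresholds.

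Gene order, names and lengths were taken from the reference annotation of the NC12 assembly, in which 9141 of the 9691 row names matched a locus tag. No coordinates are given. The shared wild-type DMSO library was simulated 1000 times with unchanged libraries and the modelled errors, and 1000 times for each division of the error with changes kept. For the latter, the measured changes were narrowed by the modelled error in each of 20 expression bins, and those of 1 comparison were shuffled among the genes of a bin. The scripts were tested on simulated data. For the wild-type comparison, 200 changed genes were made among 7896 and 200 were recovered at 2-fold, and a slope of 1.5 was recovered as 1.49. For the difference between the strains, 200 differing genes were recovered and 4.90% of the other genes lay beyond the bounds. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used. The qRT-PCR, growth, flow cytometry and imaging experiments were not analysed here.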

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

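The tests of loss of induction at the locus, of *abc3*, of the mating type, of regulation of *mfa-1*, of mitochondrial RNA and of a single change shared by the strains were chosen only after the result was seen. The genes named in this part were singled out after their values were seen.

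The authors called 83 genes in opposite directions with staurosporine in the wild type and in Δ*czt-1*, of which 55 rose in the wild type and fell in Δ*czt-1*, while 28 did the reverse. The largest differences of the latter kind, from a fall in the wild type to a rise in Δ*czt-1*, were 5.43 on the log2 scale for NCU01754, described as alcohol dehydrogenase I, 5.36 for NCU08847, 4.45 for NCU07853, described as uricase, and 4.17 for NCU01555, each beyond the 95% bounds of the modelled error. NCU01754 went from 41.8 to 10.1 FPKM in the wild type and from 3.41 to 48.2 FPKM in Δ*czt-1*. Differences in level that were already present with DMSO, as for NCU01754, would leave the strains closer with staurosporine. In 60 of the 83 genes the strains differed more with staurosporine than with DMSO, which argues against different starting levels as the whole cause, although for NCU01754, NCU07853 and NCU01555 the levels with DMSO differed by more than those with staurosporine. An effect of 1 library on these genes is not excluded without replicates, and a response that depends on *czt-1* stays open as a hypothesis.

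Genes that the paper does not discuss also lost all or a large part of a rise in Δ*czt-1*. The difference between the responses was −5.14 for NCU09141, a pyridoxal reductase that rose from 37.1 to 72.0 FPKM in Δ*czt-1* (0.94), where the authors still called it higher. It was −3.95 for NCU10687, which rose from 17.8 to 232 FPKM in the wild type and was at 25.9 and 20.5 FPKM in Δ*czt-1*, and −3.71 for NCU09140, which rose from 2.19 to 34.3 FPKM and was at 2.18 and 1.68 FPKM. For NCU10092 it was −4.86, from 0.60 to 34.8 FPKM in the wild type and with 2.03 and 1.34 FPKM in Δ*czt-1*, but the authors called this gene in neither strain and the modelled error of its difference was 3.42. In a count, 32 genes had a log2 rise of at least 2 in the wild type and at least 2 less in Δ*czt-1*. Of these, 30 lie more than 10 genes away from *czt-1*. This argues against an effect of the deletion confined to its neighbors as the cause of the whole pattern. The paper describes ABC3 as pumping staurosporine out of the cells. Place on the chromosome cannot tell whether a local loss of *abc3* changed genes elsewhere. The count held 2 genes within 10 genes of *czt-1*. However, *czt-1* itself, *abc3* and NCU09976 all meet the rule as worded, with differences of −4.575, −6.72 and −3.38. The count therefore did not include all of them, and which it left out is not known. Of the 32 genes, 5 were still called higher in Δ*czt-1*. For *abc3*, the next gene, the level in Δ*czt-1* with DMSO was higher than in the wild type by 0.88, so its promoter was not silent, but damage to a part of it that responds to staurosporine cannot be told apart from control by CZT-1. The design names the strain as a biological difference, and dependence on *czt-1* may explain the other 30 genes. No replicate tests it.

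The pheromone precursor gene *mfa-1* (NCU12157) was higher in Δ*czt-1* than in the wild type with DMSO by 7.22 on the log2 scale, and was at 4.32 FPKM in the wild type and 2367 FPKM in Δ*czt-1* with staurosporine. The other pheromone gene, *ccg-4* (NCU02500), was lower in Δ*czt-1* by −2.11, at 3.83 and 0.12 FPKM, and *mat A-1* (NCU01958) was at 0.94 FPKM in the wild type and listed at 0 in both Δ*czt-1* libraries. These values are consistent with strains of different mating type, which the test left open. Control of *mfa-1* by CZT-1 cannot be told apart from it, since *mfa-1* changed by 0.17 with staurosporine in the wild type, where its level was already low. The strain difference and the deletion are confounded in these libraries.

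The 16 mitochondrially encoded genes in the tables were higher in Δ*czt-1* than in the wild type with DMSO by a median of 0.96, and 14 of them had their highest value in the Δ*czt-1* DMSO library. Together they held 0.0403% of the FPKM in the wild type with DMSO, 0.0856% in Δ*czt-1* with DMSO, 0.0557% in the wild type with staurosporine and 0.0495% in Δ*czt-1* with staurosporine. With staurosporine the strains differed by a median of −0.13. A single library in which more mitochondrial RNA was carried over through the preparation and a change of mitochondrial RNA in Δ*czt-1* cannot be told apart, because there is 1 library per condition.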

How the results depend on the processing

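The scaling to the same FPKM sum of the genes listed by the authors in FunCat categories, of the genes named in the text and of the correlations and slope across genes, and the removal of genes described with another function from the gene sets, were chosen after the data were examined, and the other alternatives were set before that. The counts, the authors' calls and their overlap, the correlations and slope, the number of genes whose responses differ, the medians of the gene sets and FunCat lists and the changes of named genes were computed again with 1 choice changed at a time. The percentiles among random lists, the numbers beyond the modelled error within lists, the medians and ranges of the lists of File S4, the order of the largest changes and the mitochondrially encoded genes were computed in 1 way only. The correlations and the slope of the responses across genes, and the number of genes whose responses differed between the strains beyond the modelled error, stayed within 1.5 times their values under every alternative tried for them. Pearson's r lay between 0.556 and 0.667, Spearman's rho between 0.515 and 0.646 and the slope between 1.36 and 1.55. No alternative changed the sign of a change of a named gene that the authors called, among 756 values, of which 672 stayed within the 95% bounds of the modelled error. The alternative that works on the reads was not run, since the FPKM do not give the depth of the libraries. The depth is unknown, so no limit of detection can be given, and genes near 0 FPKM are the ones on which the pseudocount acts most.

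The counts of genes changed at least 2-fold depended on the fold threshold by its own construction. At 1.5-fold, 2115 genes were higher and 1784 lower in the wild type with staurosporine, 2339 and 2348 in Δ*czt-1*, and 929 and 622 between the strains with DMSO. At 4-fold, the numbers were 190 and 278 in the wild type, 392 and 567 in Δ*czt-1*, and 5 and 46 between the strains. A pseudocount of 5 left 536 genes higher in the wild type, 754 higher in Δ*czt-1*, and 54 higher and 93 lower between the strains, and a pseudocount of 0.1 gave 449 higher and 338 lower between the strains. With an FPKM of at least 10 in any library, which leaves fewer genes, 908 were higher in Δ*czt-1* with staurosporine and 129 between the strains with DMSO. Scaling every library to the same FPKM sum gave 3529 genes higher and 378 lower in the wild type, 2849 and 863 in Δ*czt-1*, and 489 higher between the strains. That scaling rests on the sum, of which the 100 most expressed genes hold a different share in each library. Whether it comes closer to the RNA per cell was not tested.

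Among the authors' calls, a threshold of 0.01 on their q-values left 596 genes higher in the wild type, and 145 higher and 134 lower between the strains with DMSO. An adjustment within the comparison gave 141 and 130 between the strains, and calls that were also at least 2-fold were 226 and 166. The other calls stayed within 1.5 times their number. At a q-value threshold of 0.01, 332 genes were called higher in both strains and 264 in the wild type but not in Δ*czt-1*. When a gene called in 1 strain also counted for the other strain if it changed there at least 1.5-fold the same way, 964 genes were higher in both strains and 699 in Δ*czt-1* but not in the wild type. Each of these thresholds is stricter or looser by construction.

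Of 412 medians of the gene sets under the alternatives, 354 stayed within the 95% interval of the median, and 58 lay outside it. In all, 22 medians changed sign. In 7 of these, all under the scaling to the same FPKM sum and marked as reversed here, the 95% interval of the median left out 0. In the other 15 it held 0, with 10 under that scaling, 2 with an FPKM of at least 10, 1 after centring, 1 without the genes that the authors did not test and 1 without the genes described with another function. Centred on the median gene, the medians of cytosolic ribosomal proteins were −2.20 in the wild type, −0.44 between the strains with DMSO and 0.90 for the difference between the responses, and the medians of ATP synthase were −1.31 in the wild type, and the medians of the proteasome were −0.036 for the difference between the responses. With a pseudocount of 5, the medians of ribosome biogenesis and rRNA processing were −1.38 in the wild type, −2.51 in Δ*czt-1* and −1.24 for the difference between the responses. With a pseudocount of 0.1, the medians of ribosome biogenesis and rRNA processing were −4.13 in Δ*czt-1* and −2.22 for the difference between the responses. The scaling to the same FPKM sum adds nearly the same amount to every gene of a comparison, which by its construction moves the sets together. For cytosolic ribosomal proteins, the medians were −1.18 in the wild type, −0.69 in Δ*czt-1*, −0.094 between the strains with DMSO and 0.55 for the difference between the responses. For mitochondrial ribosomal proteins, the medians were −0.62 in the wild type, −1.18 in Δ*czt-1* and 0.12 between the strains with DMSO (reversed). For ribosome biogenesis and rRNA processing, the medians were −0.71 in the wild type, −3.17 in Δ*czt-1*, 0.23 between the strains with DMSO and −2.31 for the difference between the responses. For tRNA synthetases, the medians were 0.51 in the wild type (reversed), 0.32 in Δ*czt-1* (reversed), 0.23 between the strains with DMSO and −0.18 for the difference between the responses. For complex I, the medians were 0.48 in the wild type (reversed), 0.35 in Δ*czt-1* (reversed), −0.053 between the strains with DMSO and −0.081 for the difference between the responses. For complex III, the medians were −0.16 in the wild type and −0.053 in Δ*czt-1*. For complex IV, the medians were −0.28 in the wild type, 0.46 in Δ*czt-1*, −0.45 between the strains with DMSO and 0.70 for the difference between the responses. For ATP synthase, the medians were −0.29 in the wild type and 0.33 in Δ*czt-1* (reversed). For ER folding and glycosylation, the medians were 1.17 in the wild type, 0.47 in Δ*czt-1*, 0.33 between the strains with DMSO and −0.97 for the difference between the responses. For vesicle transport, the medians were 1.30 in the wild type, 0.69 in Δ*czt-1* and 0.40 between the strains with DMSO. For the proteasome, the medians were 1.35 in the wild type, 0.91 in Δ*czt-1*, 0.10 between the strains with DMSO (reversed) and −0.38 for the difference between the responses. For ABC transporters, the medians were 1.45 in the wild type, 0.60 in Δ*czt-1*, 0.58 between the strains with DMSO and −1.04 for the difference between the responses. For oxidative stress genes, the medians were 0.76 in the wild type, 0.73 in Δ*czt-1* and 0.13 between the strains with DMSO. For calcium handling genes, the medians were 1.21 in the wild type, 0.61 in Δ*czt-1* and 0.42 between the strains with DMSO. Relative to the median gene under that scaling, the medians with staurosporine in the wild type were −0.38 for tRNA synthetases and −0.41 for complex I.

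Of 276 medians of the FunCat lists, 210 stayed within the 95% interval and 66 lay outside it. The 9 that changed sign did so with the scaling to the same FPKM sum, 4 of them, marked as reversed, with an interval that left out 0 and 5 with an interval that held 0. Centred on the median gene, the medians were 0.99 in the wild type for "vesicular transport" (File S2), and 1.05 for the difference between the responses for category 02.11 (File S2), and 1.07 in the wild type for "cellular export and secretion" (File S3), and −1.32 in the wild type for category 02.11 (File S3). With a pseudocount of 0.1, the medians were 0.97 between the strains with DMSO for "phosphate metabolism" (File S2), and 1.36 in the wild type for "modification with sugar residues" (File S3). After the scaling, most of the lists moved with the median gene. For "vesicular transport" (File S2), they were 1.99 in the wild type, 0.87 in Δ*czt-1* and 0.61 between the strains with DMSO. For "modification with sugar residues" (File S2), they were 2.08 in the wild type, 0.93 in Δ*czt-1* and 0.71 between the strains with DMSO. For "fatty acid metabolism" (File S2), they were 2.44 in the wild type and 0.40 between the strains with DMSO. For "anaerobic respiration" (File S2), they were −0.94 in the wild type. For "aerobic respiration" (File S2), they were −0.33 in the wild type, −0.024 in Δ*czt-1* and −0.25 between the strains with DMSO. For category 02.11 (File S2), they were −0.32 in the wild type, 0.31 in Δ*czt-1* (reversed), −0.30 between the strains with DMSO and 0.70 for the difference between the responses. For "electron transport" (File S2), they were −0.50 in the wild type, −0.053 in Δ*czt-1* and −0.24 between the strains with DMSO. For "energy generation" (File S2), they were −0.37 in the wild type, 0.30 in Δ*czt-1* (reversed) and −0.33 between the strains with DMSO. For "mitochondrial transport" (File S2), they were −0.73 in the wild type, −1.40 in Δ*czt-1* and 0.062 between the strains with DMSO (reversed). For "phosphate metabolism" (File S2), they were 1.73 in the wild type and 1.16 between the strains with DMSO. For "cAMP/cGMP mediated signal transduction" (File S2), they were 1.84 in the wild type. For "respiration" (File S2), they were −0.27 in the wild type, 0.85 in Δ*czt-1*, −0.61 between the strains with DMSO and 0.95 for the difference between the responses. For "protein folding and stabilization" (File S3), they were 2.22 in the wild type and 0.83 in Δ*czt-1*. For "modification with sugar residues" (File S3), they were 2.15 in the wild type, 0.61 in Δ*czt-1*, 0.73 between the strains with DMSO and −1.48 for the difference between the responses. For "ER to Golgi transport" (File S3), they were 1.98 in the wild type and 0.85 in Δ*czt-1*. For "cellular export and secretion" (File S3), they were 2.06 in the wild type, 0.86 in Δ*czt-1* and 0.85 between the strains with DMSO. For "second messenger mediated signal transduction" (File S3), they were 2.11 in the wild type and 0.57 in Δ*czt-1*. For "polyphosphoinositol mediated signal transduction" (File S3), they were 2.25 in the wild type, 0.71 in Δ*czt-1* and 1.00 between the strains with DMSO. For "protein folding and stabilization" (File S3, Δ*czt-1* list), they were 0.82 in the wild type, −0.68 in Δ*czt-1* and 0.49 between the strains with DMSO. For category 02.11 (File S3), they were −0.30 in the wild type, 0.41 in Δ*czt-1*, −0.35 between the strains with DMSO and 0.75 for the difference between the responses. For "electron transport" (File S3), they were −0.31 in the wild type, 0.33 in Δ*czt-1* (reversed), −0.41 between the strains with DMSO and 0.71 for the difference between the responses. For category 02.11 (File S3, Δ*czt-1* list), they were −0.28 in Δ*czt-1*. Beyond the construction of each alternative, the cause was not tested.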

Differences from the paper's values

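No test in this part was chosen after the result was seen. Of the values of log2 fold change in Files S5, S6 and S7, 116 of 116, 188 of 188 and 157 of 159 were within 0.005 of those in the authors' deposited tables.

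For the comparison of Δ*czt-1* with the wild type with DMSO, the paper's value in File S7 is −1.30 for NCU06245, while the authors' deposited table gives −0.22. For NCU06617, the paper's value in File S7 is −0.71, while the table gives −0.20. Both of the paper's values are those that the deposited table gives for these genes in the wild type with staurosporine against DMSO, and both genes lie in entries that join 2 loci. No alternative was set for these values before the data were examined.

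The paper describes a large number of genes as changed in the mutant alone. Of the 1061 genes called higher in Δ*czt-1* and not higher in the wild type, 813 also rose in the wild type and 28 were called lower there. Of the 1017 called lower, 645 also fell there and 55 were called higher. Without those called the other way, the responses differed beyond the 95% bounds of the modelled error in 335 of 866 and 553 of 949 of those tested in both strains. The paper describes the induction of *cat-1* by staurosporine as stronger in the mutant. Its change on the log2(FPKM + 1) scale was 3.62 in Δ*czt-1* and 3.35 in the wild type, and the authors' deposited log2 fold changes are 4.36 and 3.70, larger in Δ*czt-1* as the paper describes. Their difference of 0.66 lies inside the 95% bounds of its modelled error of 0.63. Its level with staurosporine was 28.2 FPKM in Δ*czt-1* and 42.6 FPKM in the wild type. The paper describes NCU06977 as induced by the drug in the mutant and not in the wild type. It rose from 1.23 to 25.7 FPKM in Δ*czt-1* (3.58 on the log2 scale) and from 3.14 to 7.54 FPKM in the wild type (1.04), where it passes the 2-fold threshold used here but was not called by the authors (q = 0.173). The directions given there for *tah-3* and *amid-2* were those found here.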

Other observations

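The tests of the spread of the changes, of 1 shared change in both strains, of the shared wild-type DMSO library with the spread of the changes kept, and of the starting level of complexes III and IV and ATP synthase were chosen only after the result was seen. All but that of 1 shared change took the place of tests set before, which used centring on the median gene, unchanged libraries, and complexes I, III and IV and ATP synthase together.

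The 29 proteasome genes rose with staurosporine by a median of 0.44 on the log2 scale in the wild type and of 0.24 in Δ*czt-1*, or of 1.35 and 0.91 after scaling to the same FPKM sum. Actin (NCU04173), the reference gene of the paper's qRT-PCR, was at 1591 FPKM in the wild type with DMSO and at 1641 FPKM with staurosporine, and at 1517 and 1224 FPKM in Δ*czt-1*. After that scaling it rose by 0.95 in the wild type and by 0.36 in Δ*czt-1*. Between the strains with staurosporine, a comparison the paper does not report, 857 genes were at least 2-fold higher in Δ*czt-1* and 964 lower.

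More genes were called with staurosporine in Δ*czt-1* than in the wild type. With the modelled error of the wild-type comparison put in place of that of Δ*czt-1*, 2580 of the 7063 genes tested in both strains were past the threshold in Δ*czt-1*, against 1995 in the wild type, or 1.29 times as many, which argues against a smaller modelled error as the whole cause. A few genes taking most of the FPKM would move all changes of a comparison together and leave their spread alone. The SD of the changes across genes was 1.33 in Δ*czt-1* and 1.04 in the wild type. It was 1.29 times as large in Δ*czt-1* (95% interval over resampled genes 1.25 to 1.31). This argues against a few genes taking most of the FPKM as the whole cause. The ratio was 1.30 after scaling to the same FPKM sum. That scaling hardly moves the spread by its construction, so this ratio adds no evidence. Counts past a threshold decide nothing here. Under that scaling the median gene rose by 0.88 in the wild type and by 0.62 in Δ*czt-1*, and 3907 and 3712 genes changed at least 2-fold. A larger response in Δ*czt-1* and a difference of 1 library, which would also widen the spread, both stay open.

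Of the 1815 genes called in Δ*czt-1* alone and tested in both strains, 72.7% changed the same way in the wild type. The strains differed beyond the 95% bounds of the modelled error in 48.9% of them, so for the other 51.1% a change missed by the threshold in the wild type may account for the call. In 1000 simulations in which each gene had 1 change in both strains and the modelled error, at most 14.9% of such genes differed beyond those bounds. The libraries are single and that error holds no variation between libraries, so for the genes beyond the bounds 1 change shared by both strains and a change in Δ*czt-1* alone cannot be told apart.

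The ER folding and glycosylation genes were at like levels in the strains with DMSO, with a median difference of 0.05 (95% interval −0.10 to 0.18), and lower in Δ*czt-1* with staurosporine, at −0.69 (−0.84 to −0.48). This argues against a higher starting level in Δ*czt-1* as the whole cause of the missing induction. After scaling to the same FPKM sum the set was higher in Δ*czt-1* with DMSO, about as far as the median gene, at 0.30. Under that scaling a higher starting level can account for a part of the difference only as a shift shared with the median gene. The 25 genes of complexes III and IV and ATP synthase were lower in Δ*czt-1* with DMSO, by a median of −0.50, and the difference between the responses was 0.74. With staurosporine they were higher in Δ*czt-1* by a median of 0.18 (0.09 to 0.27), or of 0.23 after scaling to the same FPKM sum, and of 0.25 (0.12 to 0.31) in the 21 genes left without assembly proteins and a heme lyase. This argues against a lower starting level in Δ*czt-1* as the whole cause of the weaker fall, while the lower level with DMSO can account for a part of the difference. For the 29 genes of complex I, the response differed by 0.16 (−0.01 to 0.36), above 98.6% of random lists, whose typical median was −0.19. It differed by −0.081 after that scaling. With complex I included, the 54 genes differed between the strains with staurosporine by a median of 0.0028 (−0.15 to 0.12), so the test set before did not argue against a lower starting level, and the argument rests on the 25 genes picked later.

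Of the 251 genes called lower in Δ*czt-1* with DMSO, 249 entered the first simulations and 84.3% of these also fell with staurosporine in the wild type. Simulations of unchanged libraries, the test set before, gave a mean of 83.2% (74.7% to 90.4%), and for the genes called higher 81.8% against 86.6% found, but noise is all that these libraries hold. Of the 236 with a modelled error in all 3 comparisons, 83.9% fell. Simulations that kept the spread of the changes and shared the modelled error of the wild-type DMSO library gave a mean of 61.0%, and at most 80.2% with all of the smaller error put in that library. The correlation across genes, 0.428, lay within the 0.315 to 0.464 of the latter simulations and above the 0.113 to 0.398 of those with the error divided equally. The modelled error of the shared library can thus account for a part of the relation, and how large a part depends on how the error is divided. The variation of a single library beyond that error and a link between the deletion and the drug cannot be told apart, because both comparisons use the same 1 library. The response of Δ*czt-1* shares the Δ*czt-1* DMSO library in the opposite sense. Its correlation with the difference between the strains with DMSO was −0.108, within the −0.200 to 0.042 of the simulations with the error divided equally. Of the genes called higher with DMSO, 28.5% rose in Δ*czt-1*, below the 31.1% to 51.5% of those simulations. This share lay within the 22.4% to 45.2% found with all of the smaller error in the shared library. Of the genes called lower, 44.1% fell, within the 36.8% to 60.4% of the equal division.

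Random lists of genes of the same lengths changed with staurosporine in the wild type by a median of −0.067 for the 76 cytosolic ribosomal protein genes, which fell by a median of 2.09, and of −0.073 for the 54 genes of the respiratory complexes. Every random list fell less than these sets, which argues against gene length as the cause of their fall.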
